# T Cells Control Chemokine Secretion by Keratinocytes

**DOI:** 10.3389/fimmu.2019.01917

**Published:** 2019-08-09

**Authors:** Tabea Rauschenberger, Viola Schmitt, Muhammad Azeem, Stefan Klein-Hessling, Krisna Murti, Franziska Grän, Matthias Goebeler, Andreas Kerstan, Matthias Klein, Tobias Bopp, Edgar Serfling, Khalid Muhammad

**Keywords:** chemokine, keratinocytes, IFN, lichen planus, T cells, Nfatc1

## Abstract

The massive infiltration of lymphocytes into the skin is a hallmark of numerous human skin disorders. By co-culturing murine keratinocytes with splenic T cells we demonstrate here that T cells affect and control the synthesis and secretion of chemokines by keratinocytes. While pre-activated CD8^+^T cells induce the synthesis of CXCL9 and CXCL10 in keratinocytes and keep in check the synthesis of CXCL1, CXCL5, and CCL20, keratinocytes dampen the synthesis of CCL3 and CCL4 in pre-activated CD8^+^T cells. One key molecule is IFN-γ that is synthesized by CD8^+^T cells under the control of NFATc1 and NFATc2. CD8^+^T cells deficient for both NFAT factors are unable to induce CXCL9 and CXCL10 expression. In addition, CD8^+^T cells induced numerous type I IFN-inducible “defense genes” in keratinocytes encoding the PD1 and CD40 ligands, TNF-α and caspase-1. The enhanced expression of type I IFN-inducible genes resembles the gene expression pattern at the dermal/epidermal interface in lichen planus, an inflammatory T lymphocyte-driven skin disease, in which we detected the expression of CXCL10 in keratinocytes in close vicinity to the infiltration front of T cells. These data reflect the multifaceted interplay of lymphocytes with keratinocytes at the molecular level.

## Introduction

Interactions between keratinocytes and leukocytes play a decisive role in the development of numerous skin diseases. Chemotactic chemokines attract leukocytes to the skin and direct them to the sites of inflammation, infections, and wounds (1, 2). Keratinocytes synthesize a restricted set of chemokines whose synthesis is amplified by numerous stimuli, including type I IFNs, IFN-γ, TNF-α, and others that, to a large part, are produced by lymphocytes and other cells. In addition, the infiltration of lymphocytes into the skin induces a pattern of chemokines that are either synthesized at very low amounts or not at all by keratinocytes under homeostatic conditions (3). Although there have been numerous attempts to elucidate the role of individual chemokines in the generation of skin diseases, our current knowledge on the interplay of the immune system with the skin and the function of the chemokine network in skin physiology and pathology is far from clear.

There are ~50 chemokines and 20 chemokine receptors (4) that, in addition to control leukocyte traffic (5), play an important role in the differentiation and function of lymphocytes during immune reactions. Both in bone marrow and thymus the development of lymphoid cells is guided by the interaction of chemokines with their receptors (6, 7). In periphery, due to the expression of chemokine receptor CCR7, memory T cells have been classified into CCR7^+^ central memory T_CM_ cells that are enriched in lymph nodes and tonsils, and CCR7^−^ effector memory T_EM_ cells that are enriched in non-lymphoid organs (8). Several chemokine receptors including CCR4, CCR8, and CCR10 have been described to direct T cells to the inflamed skin and orchestrate T cell-keratinocyte interactions (9, 10).

The differentiation of keratinocytes in the epidermis, the first barrier of the organism against the environment, is a fine-tuned process that is disturbed under pathological conditions. Keratinocytes of the *stratum basale* proliferate, detach and migrate to the *stratum spinosum* and *stratum granulosum* and finally differentiate to corneocytes of the *stratum corneum*. Under physiological conditions this process takes 1 week in mice and 4 weeks in humans (11). The cells of the *stratum basale* are in close contact with the basement membrane and the dermis in which the majority of skin lymphocytes patrol. In skin disorders there is often a massive infiltration of lymphocytes into the dermis and, less frequently, into the epidermis. Infiltrating lymphocytes affect the proliferation of keratinocytes and disturb their differentiation to corneocytes. Lichenoid dermatoses such as cutaneous lupus erythematosus and lichen planus (12) are prototypic skin disorders that are characterized by a massive infiltration of cytotoxic lymphocytes and the “liquefaction degeneration” of the basal layer of the epidermis. Those infiltrating lymphocytes show a high expression of the chemokine receptor CXCR3, the common receptor of the chemokines CXCL9, CXCL10, and CXCL11. Due to their massive IFN-γ production, infiltrating T cells induce the synthesis of CXCL9 and CXCL10 in keratinocytes that, on the other hand, perpetuate and accelerate the further infiltration of activated T cells to the skin (13–15).

To elucidate the molecular events that orchestrate the interplay between keratinocytes and skin-infiltrating CD8^+^T cells we co-cultivated both types of cells and determined their chemokine profile. While similar to other authors (3) we detected a strong induction of the chemokines CXCL9 and CXCL10 in keratinocytes by IFN-γ, we observed that CCL3 and CCL4, which are expressed by cytotoxic T cells under the control of NFAT factors, are inhibited. On the other hand, CXCL1, CXCL5, and CCL20 expressed by keratinocytes are kept in check by T cell-derived IFN-γ. The massive induction of CXCL9 and CXCL10 is linked to the expression of NFATc1 and NFATc2 since CD8^+^T cells deficient for these NFATs were unable to stimulate both chemokines. In lichen planus patients who show a massive T cell infiltration into the skin we detected the expression of CXCL10 in keratinocytes near the invasion front. In addition to chemokines, the co-culture of CD8^+^T cells with keratinocytes resulted in the expression of a number of type I IFN-inducible “survival molecules” by keratinocytes such as the PD1 and CD40 ligands, TNF-α and caspase 1 that affect the fate of keratinocytes.

## Materials and Methods

### Mice, Isolation and Culture of Cells

Eight to twelve weeks old C57/B6, sex-, and age-matched mice were used in the experiments. Transgenic mice expressing NFATc1-bio protein as well as the *Nfatc1*^*flx*/*flx*^ *x Cd4-cre* and *Nfatc2*^−/−^ mouse lines have been described previously (16). NFAT DKO mice were generated by crossing of *Nfatc1*^*flx*/*flx*^ *x Cd4-cre* and *Nfatc2*^−/−^ mice. Primary murine keratinocytes were either isolated from tails of adult mice or from newborn mice according to Lichti et al. (17) with slight modifications. Both mouse tails and newborn mice were disinfected using 7.5% povidone-iodine solution followed by extensive washes in 70% ethanol and distilled water. Upon preparation of skin, skin pieces were incubated overnight in dispase solution at 4°C followed by a short digestion in trypsin and incubation for 6 h in S-MEM (Gibco) medium containing 1.3 mM Ca^++^. After 6 h, cells were replenished with keratinocyte SFM medium containing 0.06 mM Ca^++^ (Gibco) for further culture. Since porcine trypsin kills murine keratinocytes, all cell culture divisions were performed with TrypsinLE (Gibco; # 12605-010). Keratinocyte cultures were treated with murine IL-1α (Preprotech 211-11A; 30 ng/ml), murine TNF-α (Preprotech 315-01A; 30 ng/ml), or murine IL-25 (Biolegend 587302; 2 μg/ml) for 1 and 3 d. To some cultures, neutralizing Abs directed against IFN-γ (Biolegend 505702; 5 μg/ml) or 100 ng/ml CsA were added.

All co-cultures of keratinocytes with CD8^+^T cells were performed at least 3 times in duplicate. Splenic T cells were isolated using mouse CD8 microbeads kit (Miltenyi Biotech, #130-049-401) according to the manufacturer's instructions and cultured in X-VIVO™ 15 medium (Lonza, BE02-060F). Cells were pre-activated by αCD3/CD28 (5 μg CD3ε, clone 73.51, BD Pharmingen) and CD28 (2 μg, clone 145-2C1, BD Pharmingen), diluted in 1 ml PBS for coating. The same number or 2-fold more pre-activated T cells were co-cultured for 1 or 3 d with freshly prepared keratinocytes. Due to the strong differentiation effect of Ca^++^-containing X-VIVO medium on primary keratinocytes, all co-cultures contained 4 parts SFM and 1 part X-VIVO medium.

### Transcriptome Analysis by Next Generation Sequencing (NGS)

Keratinocytes, either cultured alone, or after co-culture with CD8^+^ T cells, were deep-frozen in liquid nitrogen. Their RNA was extracted using Qiagen's RNeasy plus mini kit. The quantity of RNA was assessed using a Qubit 2.0 fluorometer, the quality of RNA was determined on a Bioanalyzer 2100 using a RNA 6000 nano chip. RNA-Seq libraries for NGS were prepared using 20 ng total RNA (RIN>8) and the NEBnext ultra II RNA Library Prep kit following the manufacturer's instructions. Barcoded RNA-Seq libraries were onboard clustered using HiSeq Rapid SR Cluster Kit v2 using 8 p. m. and 59 bps were sequenced on an Illumina HiSeq2500 using a HiSeq Rapid SBS kit v2. Sequencing raw data were further processed using the software CLC Genomics workbench (v7.5.1 with CLC's default settings for RNA-Seq analysis). Reads were aligned to the GRCm38 genome. For the pathway enrichment analysis (shown in Table 1 and Supplementary Table 1) the GORILLA (gene ontology enrichment analysis and visualization) tool was used (18).

**Table 1:** Compilation of the first top 10 pathways that were changed in murine keratinocytes upon co-culture with pre-activated CD8^+^ T cells for 1 d.

**GO term**	**Description**	***P*-value**	**FOR g-value**	**Enrichment (N, B, n, b)**
G0:0035456	Response to interferon-beta	1.05E-28	1.35E-24	47.44 (8048,39,87,20)
G0:0035458	Cellular response to interferon-beta	2.46E-28	1.59E-24	62.01 (8048,32,73,18)
G0:0051707	Response to other organism	1.55E-25	6.64E-22	8.37 (8048,271,149,42)
G0:0043207	Response to external biotic stimulus	3.63E-23	1.17E-19	6.68 (8048,364,149,45)
G0:0006952	Defense response	6.54E-23	1.68E-19	8.33 (8048,411,87,37)
G0:0009607	Response to biotic stimulus	2.70E-22	5.79E-19	6.38 (8048,381,149,45)
G0:0009617	Response to bacterium	1.19E-20	2.19E-17	4.82 (8048,141,604,51)
G0:0002376	Immune system process	1.28E-20	2.06E-17	4.45 (8048,703,144,56)
G0:0006955	Immune response	7.31E-19	1.05E-15	5.98 (8048,345,160,41)
G0:0051704	Multi-organism process	2.85E-18	3.67E-15	6.21 (8048,436,113,38)

*RNAs of keratinocytes were isolated and their transcriptome determined in NGS assays. Five hundred three genes whose expression was changed 2.5 fold between keratinocytes co-cultured with CD8^+^ T cells compared with keratinocytes alone were classified using the Gorilla (**G**ene **O**ntology en**RI**chment ana**L**ysis and visualization) tool (18). GO, gene ontology terms. FDR (False Discovery Rate) q-value is the correction of the indicated p-value for multiple testing using the Benjamini and Hochberg method. The enrichment (N,B, n,b) is defined as follows: N is the total number of genes, B is the total number of genes associated with a specific GO term, n is the number of genes in the top of the user's input list (or in the target set when appropriate), b is the number of genes in the intersection. Enrichment = (b/n)/(B/N). The individual genes in the 10 intersections are presented in Supplementary Table 1*.

The data of NGS assays have been deposited in the GEO database (GSE131905).

### Immunohistochemistry

All specimens were obtained from the archive of paraffin-embedded diagnostic tissues of the Department of Dermatology at the University Hospital of Würzburg, Germany, and were used in accordance to the guidelines of the local ethics committee. Anonymized sections were prepared from formalin-fixed, paraffin-embedded skin biopsies from lichen planus patients. Immunohistochemical stains were performed using mAb specific for CD8 (clone SP-16, dilution 1:50, Invitrogen), NFATc1 (clone 7A6, dilution 1:100, BD Pharmingen), NFATc2 (clone D43B1, dilution 1:200, Cell signaling), CXCL9 (MIG, dilution 1:15, R&D systems), or CXCL10 (Polyclonal, clone 33036, Dilution 1:15, R&D Systems) following the manufacturer's instructions. The stained slides were captured with confocal microscope (Zeiss) or a Nikon Ti motorized stage fluorescence microscope at the magnifications indicated. The absolute numbers of keratinocytes expressing CXCL10 were determined using ImageJ.

### Enzyme-Linked Immunosorbent Assay (ELISA)

The concentration of IFN-γ in the culture supernatants was determined using commercially available mouse IFN-γ ELISA kits (88-7314-88, Invitrogen). Each sample was analyzed in duplicate following the manufacturer's instructions.

### Chemokine Secretion Assay

For chemokine measurements, we used the LEGENDplex™ Mouse Proinflammatory Chemokine Panel (BioLegend) kit according to the manufacturer's instructions. This is a multiple fluorescence-encoded bead-based assay allowing the simultaneous detection of 13 different chemokines by flow cytometry.

### Statistical Analysis

Statistical analyses were performed using GraphPad (Prism) software, version 6.0. Data were presented as mean ± SEM. Unpaired *t*-test was performed to evaluate the statistical significance. Statistical significances are indicated (^***^p < 0.001, ^**^p < 0.005, and ^*^p < 0.05).

## Results

### Secretion of Chemokines by Primary Murine Keratinocytes *ex vivo*

To determine the effect of lymphocytes on the secretion of chemokines by keratinocytes, we isolated primary keratinocytes from the tails of adult mice, and from newborn mice and cultured them in serum-free SFM keratinocyte medium (Gibco) supplemented with 0.06 mM Ca^++^. Under these conditions, which resemble those of the *stratum basale*, the keratinocytes rapidly formed a lawn of cobblestone-like cells. However, upon co-culture with splenic CD8^+^ or CD4^+^ T cells activated by αCD3/CD28 Abs for 1 d (or upon stimulation of keratinocytes with IL-1α, TNF-α, or IL-25) the tight layer of keratinocytes showed numerous holes in which T cells assembled (Supplementary Figures 1A–C). After 1 day of co-culture, no measurable differences were observed in cell viability and cell proliferation, as compared to individual cell cultures (Supplementary Figure 1D and data not shown). After one and 3 days of co-culture, the supernatant of cultures was collected to determine the secretion of 13 chemokines using a fluorescence-encoded bead-based assay (BioLegend). In addition, transcriptional changes of keratinocytes induced in the co-cultures were measured in NGS assays. 

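For these NGS assays, RNA was prepared from primary murine keratinocytes that were cultured alone or together with splenic CD8+ T cells pre-activated by αCD3/CD28 Abs. The T cells were washed off before the keratinocytes of the co-culture were lysed. Each of these 2 groups held 2 libraries, which carry the replicate numbers 1 and 2 in both groups. The paper gives 1 d for the co-culture, whereas the design text deposited with the samples gives 1 h, and the 1 d of the paper is used at its claims. The authors sequenced single-end reads, aligned them to the GRCm38 genome with the CLC Genomics Workbench and deposited a table of 25814 genes for each library. Among its columns are the number of reads counted on the exons of a gene, without normalization, and RPKM values, in which the authors scaled these reads to the length of the exons and the number of mapped reads. For keratinocytes alone, 18019609 (replicate 1) and 15916992 (replicate 2) exon reads were counted, and for co-cultured keratinocytes 14510546 (replicate 1) and 15149509 (replicate 2). At this depth 3 reads on a gene with 1 kb of exons correspond to 0.158 to 0.197 RPKM, depending on the library, which is the smallest level that is told apart from 0 by counting error only. The replicates of a group were separate libraries, since their counts differed far beyond sampling noise. The mean chi-square per degree of freedom was 103 for keratinocytes alone and 209 for co-cultured keratinocytes, where sampling noise alone gives values near 1.

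Log2 fold changes were computed from the exon reads with edgeR's quasi-likelihood test after TMM normalization. The fit held these 4 libraries and the 12515 genes that passed edgeR's filter on low counts, and p-values were adjusted after Benjamini and Hochberg. The standard error of a log2 fold change is its size divided by the square root of the F statistic. RPKM values are given as mean ± SD of the 2 libraries of a group. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333, so that no difference of a single gene can pass 0.05 by its order alone. Libraries with the same replicate number deviated together from the means of their groups (Pearson's r = 0.632 across 12515 genes, which are not independent replicates). Results from a fit with the replicate number as a block are therefore given next to those without it.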

Keratinocytes from adult or newborn mice cultured *in vitro* for 1 or 3 d secrete a restricted set of chemokines, mainly CXCL1 and CCL2, and very low amounts of CXCL5 (Figure 1, lanes 1, 9, and Supplementary Figure 2). Stimulation of adult keratinocytes with IL-1α and TNF-α enhanced CXCL1 and CCL2 secretion. Co-cultures of keratinocytes with pre-activated T cells resulted in an increase of CXCL5 secretion and also in the appearance of newly induced chemokines such as CCL3, CCL4, CXCL9 and CXCL10 (Figure 1, lanes 5-6 and 13-14**)**, which remained unaffected by adding CsA to the co-cultures (Figure 1, lanes 8/16).

**Figure 1:**
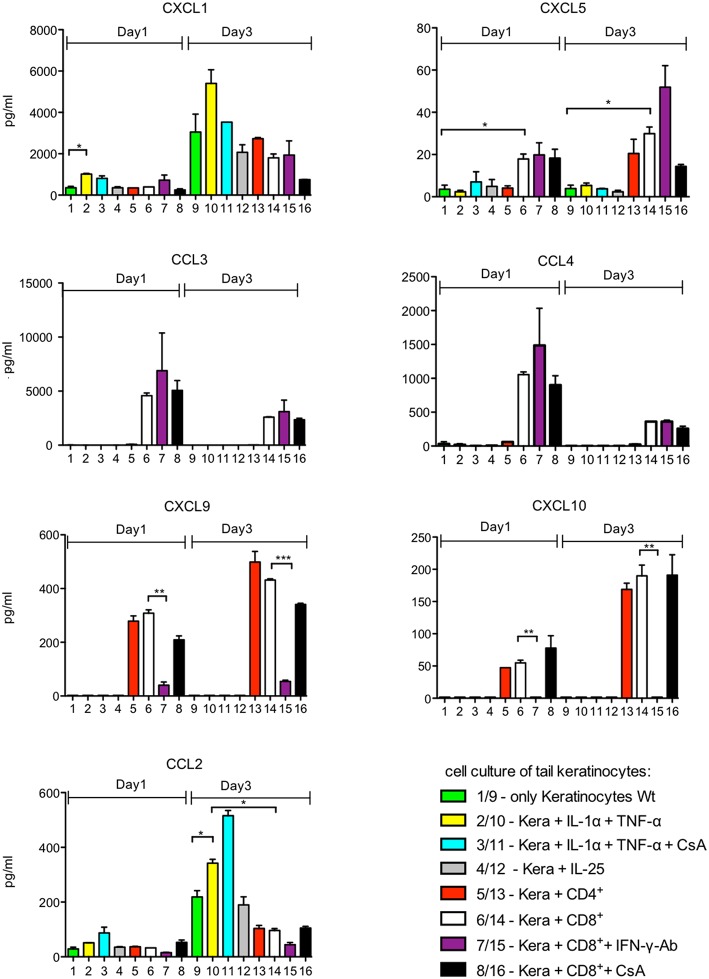
Chemokine secretion of murine keratinocytes *ex vivo*. 10^5^ keratinocytes cultured for 7 d *in vitro* were seeded in 12-well plates. They were cultivated alone (columns 1–4 and 9–12) or together with 10^5^ splenic CD4^+^ or CD8^+^T cells pre-activated for 1 d by αCD3/CD28 Abs (columns 5–8 and 13–16) for another day. Keratinocytes remained unstimulated or were stimulated by IL-1α and/or TNF-α (30 ng/ml each), CsA (100 ng/ml), or IL-25 (2 μg/ml) as indicated. In the assays 7 and 15, 5 μg/ml of an Ab neutralizing IFN-γ was added. The supernatants of cultures were harvested and chemokine secretion was measured using a fluorescence-encoded bead-based assay (BioLegend), ^*^p < 0.05, ^**^p < 0.005, ^***^p < 0.001.

The pattern of chemokines secreted by keratinocytes from the skin of newborn mice overlapped with that of adult tail keratinocytes but differed in detail. Remarkably, the stimuli that enhanced chemokine production diverged conspicuously between both types of keratinocytes. While IL-1α, TNF-α, and IL-25 affected mildly—or not at all—the chemokine production of adult tail keratinocytes, these stimuli strongly affected the secretion of CXCL5 and CCL20 by keratinocytes from newborn mice. Adding IL-1α and TNF-α to keratinocytes from newborn mice resulted in a 100 fold increase of CXCL5 and somewhat weaker of CCL20 secretion upon culture for 3 d (Supplementary Figure 2).

### CD8^+^T Cells Control Chemokine Secretion of Keratinocytes

In the co-cultures of T cells with keratinocytes, the same number (ratio 1:1) or 2-fold more CD8^+^T cells (i.e., ratio 2:1) pre-activated for 1 d by αCD3/CD28 Abs in X-vivo-medium were added. Since keratinocytes were maintained in serum-free keratinocyte medium this resulted in a 4:1 mix of keratinocyte: X-vivo media, respectively, and, thereby, in a drop of Ca^++^ in culture medium and subsequent silencing of numerous Ca^++^-dependent genes.

The secretion of CXCL1 and CCL2 chemokines remained either unaffected or was slightly decreased while that of CXCL5 and CCL20 was increased upon co-culture with CD8^+^T cells (Figures 1, 2). This is especially the case in wild type and NFATc1-ko CD8^+^T cells. T cells from mice double ko (DKO) for NFATc1 and NFATc2 remained “neutral” with respect to CXCL1 and CCL20 secretion and enhanced slightly the expression of CXCL5 when compared to wild type and NFATc1-ko CD8^+^T cells (Figure 2). Since DKO CD8^+^T cells are prone to apoptosis one may speculate that pro-apoptotic signals emerged from those cells to increase the secretion of pro-inflammatory chemokine CXCL5 (19) by keratinocytes.

**Figure 2:**
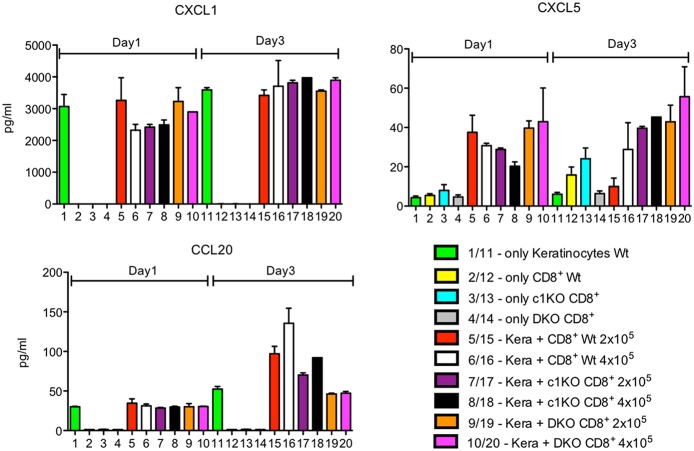
Secretion of chemokines CXCL1, CXCL5 and CCL20 by keratinocytes alone or upon co-culture with CD8^+^T cells. Keratinocytes cultured for 7 d *in vitro* and splenic CD8^+^ T cells pre-activated by αCD3/CD28 Ab for 1 d were either cultured alone or together in 6-well plates for 1 or 3 d as indicated and their chemokine secretion measured.

The secretion of CCL3 and CCL4 by CD8^+^T cells was strongly suppressed upon co-culture with keratinocytes or upon culture in SFM medium (Figure 3A). This silencing effect was also reflected at the transcriptional level. 

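At the transcriptional level, splenic CD8+ T cells were studied in 3 groups of 2 libraries each. Activated T cells had been cultured with αCD3/CD28 Abs for 1 d, and by the labels had no further culture. T cells in mixed medium were cultured for 1 further day after the same activation. Their medium was SFM/X-vivo (4:1) according to the paper, whereas the labels name keratinocyte medium, and the paper's mix is used here. Co-cultured T cells were cultured together with keratinocytes in this mix. The paper gives 1 d for this co-culture and the deposited design text 1 h, while the labels of these T cells give 1 d of further culture. By these labels the activated T cells were collected earlier than the other 2 groups, and the medium and the time after activation differed together in both comparisons with them. The legend of Fig. 3B instead describes the first group as pre-activated T cells kept in X-vivo medium for 1 d, which can be read as a group of the same age, and this is not settled here. Replicate numbers are given for the activated T cells only. The libraries of the other 2 groups are named a and b here, letters which pair them with no other library. In the deposited tables, 15926898 (replicate 1) and 13161039 (replicate 2) exon reads were counted for activated T cells, 14127928 (a) and 15518016 (b) for T cells in mixed medium, and 13998747 (a) and 12864931 (b) for co-cultured T cells. Here 3 reads on 1 kb of exons correspond to 0.174 to 0.212 RPKM.

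All 6 T-cell libraries entered one fit of edgeR's quasi-likelihood test, with 11863 genes. In mixed medium, 275 genes were higher and 501 lower than in activated T cells at an adjusted p under 0.05 (Benjamini-Hochberg). Under the alternative that moved their total most, no filter on low counts, 843 were higher and 1102 lower. The largest rises among genes with a mean of 5 or more RPKM were those of AC161165.4, Gm14085, Ctla2b, Slc6a19, and Dntt, with log2 fold changes from 5.24 (Dntt) to 12.58 (AC161165.4). The rise of AC161165.4 rests on reads that also map elsewhere, since its log2 fold change was 0.74 on uniquely mapped reads. The largest falls were those of Ak4, Vegfa, Il3, Rpp25, and Crabp2, with log2 fold changes from -12.89 (Ak4) to -7.93 (Crabp2). Between co-cultured T cells and activated T cells, 544 genes were higher and 678 lower in co-culture. The largest rises were those of Crct1, Klk7, Sprr1a, AC161165.4, and Spink5 (log2 fold changes from 12.66 to 14.98), and the largest falls those of Gemin4, Il3, Lilrb4, Nefh, and Ak4 (from -11.97 to -6.94). The activated libraries differed much for Gemin4, at 17.4 and 2.63 RPKM. Between co-cultured T cells and T cells in mixed medium, 31 genes were higher in co-culture and 0 lower at the same threshold, while 409 genes had an unadjusted p under 0.05, 89 of them lower. The fit was unpaired, so that changes within pairs of libraries may have been missed. All 31 higher genes were at least 10 times higher in keratinocytes alone than in activated T cells and T cells in mixed medium. Crct1, Klk7, and Sprr1a were among them. Keratinocyte RNA in the co-cultured T-cell libraries is a candidate explanation of these rises, and it was not told apart from expression in T cells.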

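Ccl3 (ENSMUSG00000000982) and Ccl4 (ENSMUSG00000018930) are neighbouring genes on chromosome 11 of GRCm38, from 83647844 to 83649355 and from 83662584 to 83664683, with 3 exons each. Ccl5 (ENSMUSG00000035042), also with 3 exons, lies on the same chromosome from 83525778 to 83530518. Ccl3 RNA was at 275.4 ± 21.6 RPKM in activated T cells, at 11.7 ± 1.53 RPKM in mixed medium and at 11.4 ± 0.601 RPKM in co-culture (SD, n = 2 libraries each). Its log2 fold change against activated T cells was -4.42 in mixed medium (standard error 0.33, adjusted p = 0.00345 from edgeR's quasi-likelihood test) and -4.40 in co-culture (standard error 0.33, adjusted p = 0.00162). Ccl4 RNA was at 303.2 ± 132.4 RPKM in activated T cells, 20.9 ± 13.6 RPKM in mixed medium and 19.2 ± 0.970 RPKM in co-culture. Its log2 fold change was -3.69 in mixed medium (standard error 0.60, adjusted p = 0.0189) and -3.80 in co-culture (standard error 0.60, adjusted p = 0.0107). For both genes every library of mixed medium or co-culture lay below both libraries of activated T cells. The levels in co-culture and in mixed medium could not be told apart, with log2 fold changes of 0.02 for Ccl3 (standard error 0.30) and -0.11 for Ccl4 (standard error 0.55).

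Ccl5 RNA was at 317.4 ± 24.9 RPKM in mixed medium and at 268.9 ± 17.9 RPKM in co-culture. In activated T cells it was at 195.4 ± 180.2 RPKM, because the replicates were at 67.99 and 322.8 RPKM. The log2 fold changes of Ccl5 against activated T cells, 0.82 in mixed medium (standard error 0.63, adjusted p = 0.481) and 0.63 in co-culture (standard error 0.63, adjusted p = 0.567), were within the spread of these replicates. At this spread a small change of Ccl5 was not detectable in either direction. A fall of total Ccl5 RNA as large as that of Ccl4 would have been detectable, and none was seen. In mixed medium the standard error of Ccl4 was similar, at 0.60. Its log2 fold change of -3.69 had an adjusted p of 0.0189 in edgeR's quasi-likelihood test. Cd4 RNA differed in the same way as Ccl5 between the libraries of activated T cells, with 16.8 and 102.3 RPKM. Cd4 times the Ccl5 to Cd4 ratio of the keratinocyte libraries made up 73.7% to 106% of Ccl5 in the T-cell libraries. Ccl5 RNA of cells that carry Cd4 cannot be told apart from that of CD8+ T cells. Whether Ccl5 fell in the CD8+ T cells themselves could therefore not be tested.

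**Figure D1:**
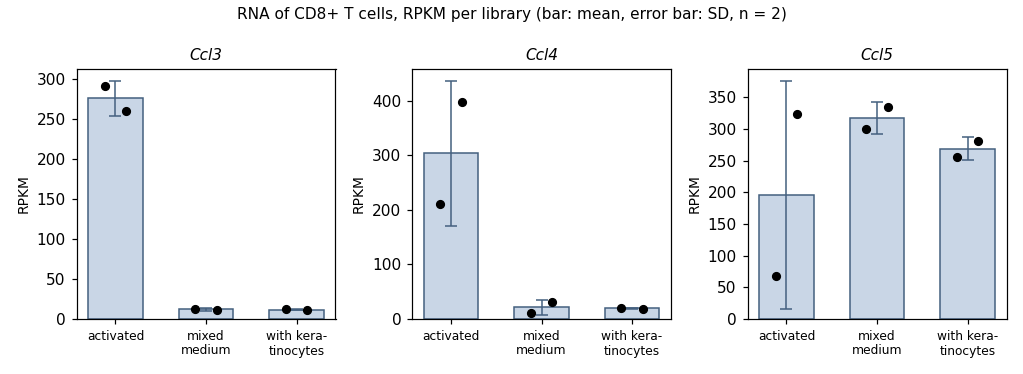
RNA levels of Ccl3, Ccl4, and Ccl5 in RPKM (y axis) in activated T cells, T cells in mixed medium, and co-cultured T cells. Circles are the 2 libraries of a group, and bars with error bars are the mean and the SD. For Ccl3 and Ccl4, the libraries of activated T cells, at 260.2 RPKM and 290.7 RPKM for Ccl3 and at 209.6 RPKM and 396.9 RPKM for Ccl4, lie above all others, whereas for Ccl5 they lie at 67.99 and 322.8 RPKM.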

The strong transcription of *Ccl3* and *Ccl4* genes in pre-activated CD8^+^T cells was almost abolished upon culture of T cells in SFM/X-vivo (4:1) medium, without or with co-culture with keratinocytes whereas that of the *Ccl5* gene remained unaffected (Figure 3B). This is due to the defect of NFAT activity in low Ca^++^ medium. In activated cytotoxic T cells the promoters of *Ccl3* and *Ccl4* genes – but not of the *Ccl5* gene—are bound by NFATc1 (Figure 3C) and, therefore, are excellent targets for NFATc1 in cytotoxic T cells (16).

**Figure 3:**
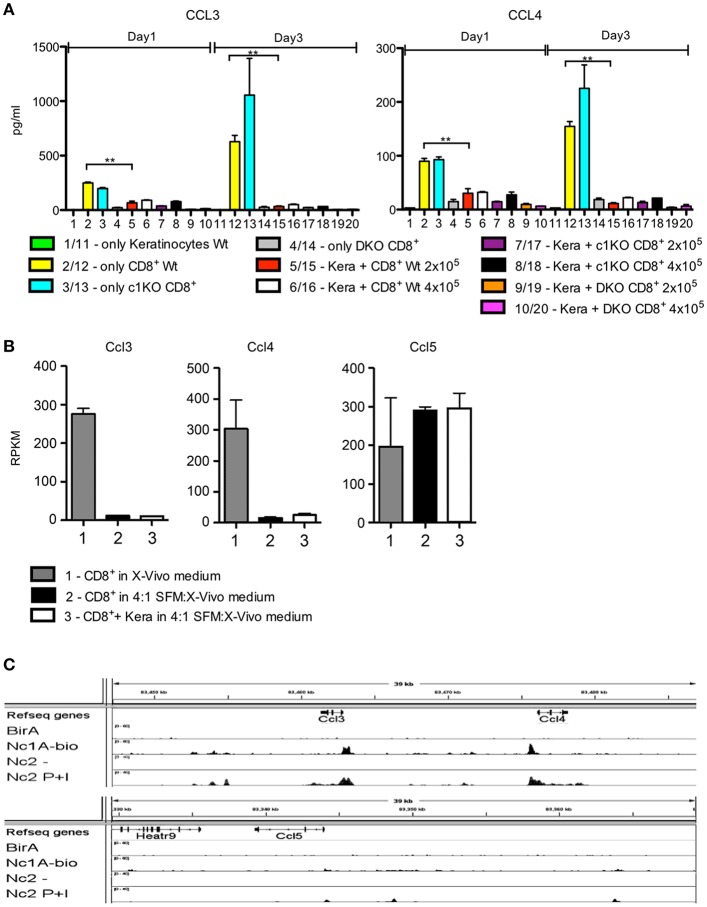
Silencing of CCL3 and CCL4 secretion in keratinocyte medium. **(A)** Secretion of chemokines CCL3 and CCL4 by keratinocytes, CD8^+^T cells, or co-cultures of both. Keratinocytes cultured for 7 d *in vitro* and splenic CD8^+^ T cells pre-activated by αCD3/CD28 Ab for 1 d were either cultured alone or together in 6-well plates for 1 or 3 d as indicated and their chemokine secretion was measured. **(B)** Suppression of *Ccl3* and *Ccl4*, but not of *Ccl5* transcription upon culture of pre-activated CD8^+^T cells for 1 d in keratinocyte/X-vivo medium (4:1) alone (column 2) or in the presence of keratinocytes (column 3). Column 1 shows the RNA levels of genes in pre-activated CD8^+^T cells cultured in X-vivo medium for 1 d. **(C)** Binding of NFATc1-bio protein to the promoters of murine *Ccl3* and *Ccl4* genes in activated cytotoxic T cells. Results of ChIP seq assays (16). Splenic CD8^+^T cells from transgenic mice expressing NFATc1-bio proteins were stimulated by T+I for 5 h. Their chromatin was cross-linked by 4% formaldehyde-treatment of cells *in vitro*, followed by shearing of chromatin and binding to streptavidin beads. After the release of DNA from cross-linked chromatin complexes, DNA was sequenced in NGS assays (16, 20), ^*^p < 0.05, ^**^p < 0.005, ^***^p < 0.001.

### CXCL9 and CXCL10 Are Strongly Induced in Keratinocytes by IFN-γ at the Transcriptional Level

CXCL9 and CXCL10 were neither secreted by untreated keratinocytes nor by activated WT CD8^+^T cells. However, upon co-culture of keratinocytes with T cells pre-activated by αCD3/CD28 for 1 d a massive induction of both chemokines was observed. This was correlated with the NFAT expression of T cells, since NFAT DKO CD8^+^T cells were unable to induce any CXCL9 and CXCL10 secretion and NFATc2–ko CD8^+^T cells showed a marked drop in the induction of both chemokines. In contrast, in three out of five co-culture assays NFATc1-ko cells did not show any restriction in chemokine induction whereas in two assays a decrease was detected (Figures 4A,B and Supplementary Figure 3A). A strong induction of CXCL9 and CXCL10 chemokines was also observed in keratinocytes after culture for 1 d with “T cell-conditioned medium,” i.e., with X-VIVO medium in which CD8^+^T cells were activated for 1 d by αCD3/CD28, whereas a poor induction was observed using conditioned medium from NFAT DKO CD8^+^T cells (Supplementary Figure 3B). The differences in chemokine induction could be explained by marked differences in IFN-γ secretion between NFAT DKO, NFATc1-ko, and NFATc2-ko CD8^+^T cells. While DKO CD8^+^T cells did not synthesize any IFN-γ, NFATc2-ko showed a strong, and NFATc1-ko cells a more moderate decrease in IFN-γ secretion before and after co-culture (Figures 4A,B). Along with the suppressive effect of Abs directed against IFN-γ on CXCL9 and CXCL10 secretion (Figure 1 and Supplementary Figure 2), these data indicate that IFN-γ produced by CD8^+^T cells stimulates keratinocytes to secrete CXCL9 and CXCL10.

**Figure 4:**
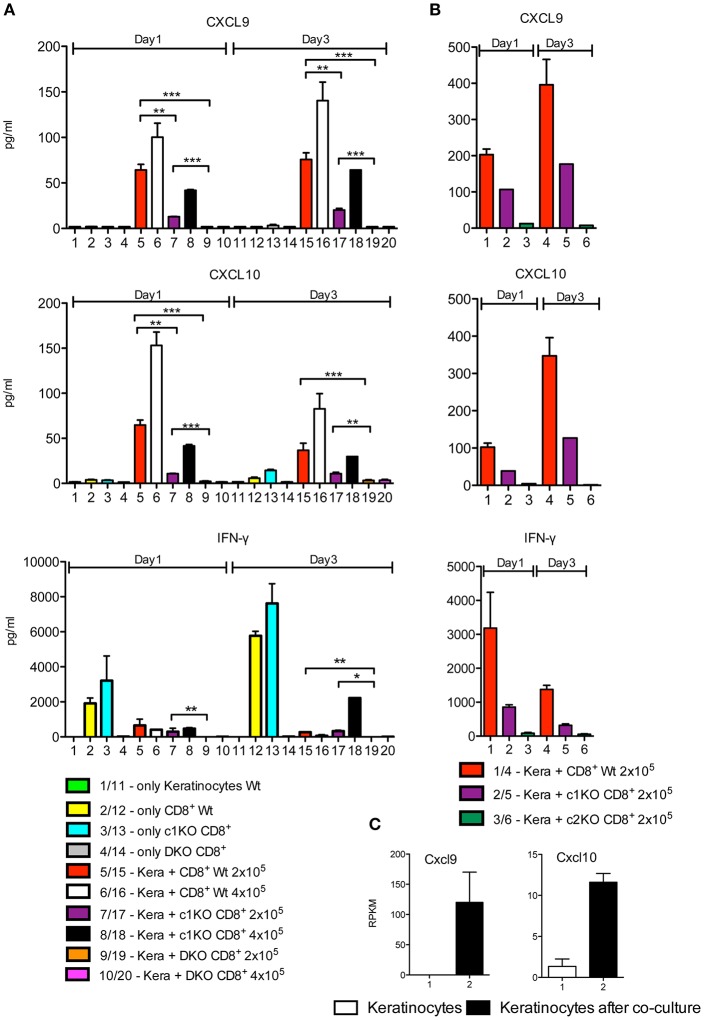
Induction of CXCL9, CXCL10 and IFN-γ secretion in keratinocytes upon co-culture with CD8^+^T cells. **(A,B)** Secretion of chemokines CXCL9 and CXCL10 and of IFN-γ by keratinocytes and CD8^+^T cells. Keratinocytes cultured for 7 d *in vitro* and splenic CD8^+^ T cells pre-activated by αCD3/CD28 Ab for 1 d were either cultured alone or together in 6-well plates for another 1 or 3 d as indicated and their chemokine and IFN-γ secretion measured. In **(A)** the incubation of NFAT-DKO T cells was included, in **(B)** the incubation of NFATc2-ko instead of DKO T cells. **(C)** Induction of *Cxcl9* and *Cxcl10* transcription in keratinocytes that were cultured alone (column 1) or together with the same number of pre-activated CD8^+^ T cells for 1 d (column 2). In the co-culture, the CD8^+^ T cells were washed off, and the RNA levels of keratinocytes were determined in NGS assays, ^*^p < 0.05, ^**^p < 0.005, ^***^p < 0.001.

NGS assays of the transcriptome of keratinocytes from WT mice before and after co-culture with T cells for 1 d demonstrated that the induction of CXCL9 and CXCL10 secretion occurs at the transcriptional level. 

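Cxcl9 (ENSMUSG00000029417, 4 exons) and Cxcl10 (ENSMUSG00000034855, 6 exons) lie next to each other on chromosome 5 of GRCm38, from 92321347 to 92328079 and from 92346638 to 92348889. On the exons of Cxcl9, 2 (replicate 1) and 4 (replicate 2) reads were counted in keratinocytes alone, and 7687 (replicate 1) and 2977 (replicate 2) reads in co-cultured keratinocytes. For Cxcl10 these were 13 and 58 reads in keratinocytes alone and 243 and 318 reads in co-cultured keratinocytes. The log2 fold change upon co-culture was 10.97 for Cxcl9 (standard error 0.88, adjusted p = 0.434 from edgeR's quasi-likelihood test) and 3.17 for Cxcl10 (standard error 0.86, adjusted p = 0.658). With the replicate number as a block it was 10.89 for Cxcl9 (standard error 0.64, adjusted p = 0.0361) and 3.47 for Cxcl10 (standard error 0.57, adjusted p = 0.113). For both genes the co-cultured libraries were above both libraries of keratinocytes alone. The Cxcl9 log2 fold change in keratinocytes moved most with limma on log2(RPKM + 1), to 6.64 (adjusted p = 0.262), a scale that understates the change of low genes. Its adjusted p moved most with DESeq2, to 5.1e-35.

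Across all 12515 genes, 0 were higher and 0 lower in co-culture at an adjusted p under 0.05, and 901 had an unadjusted p under 0.05 (386 higher, 515 lower). With the replicate block, 2 genes were higher at an adjusted p under 0.05 and 0 lower, while 2748 had an unadjusted p under 0.05. These numbers moved most, to 171 higher and 257 lower genes, with the replicate block and the gene length trend removed, an alternative that was chosen after the data had been seen. DESeq2 gave 88 higher and 98 lower genes. From the rise of these RNAs in keratinocytes, the paper concludes that T cells induce the secretion of both chemokines through transcription of their genes.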

In cultured murine keratinocytes, 8440 genes were expressed in 5 and more RPKM, and 503 genes were changed 2.5 fold and more in their expression level between keratinocytes without or upon co-culture with T cells. 

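In the deposited tables 7530 of 25814 genes had a mean of 5 or more RPKM in at least one of both groups of keratinocytes, and 7072 had it in keratinocytes alone. Of the 7530 genes, 539 differed 2.5 fold or more between the mean RPKM values of both groups, 124 of them raised and 415 lowered upon co-culture. These numbers come from ratios of means without a test, and they depended on the replicates. Each library left out in turn gave 288 to 1696 genes. When libraries with the same replicate number were compared as pairs and both pairs had to change 2.5 fold in the same direction, 256 genes remained (80 raised, 176 lowered), against 539 unpaired. The number moved most when no minimum of expression was set, to 3809 genes. Transcripts of T-cell markers were found in the libraries of keratinocytes alone as well as in those of co-cultured keratinocytes, Cd3d for instance at 42.6 and 67.0 RPKM and Cd3g at 80.4 and 145.5 RPKM. The share of T-cell RNA added in co-culture was therefore estimated from the rise of these markers, and it depended strongly on the libraries used. Once the 7.08% estimated from all markers were subtracted, 27 of the 124 raised genes (21.8%) fell under 2.5 fold, and 574 genes in total (97 raised, 477 lowered) differed 2.5 fold or more. Cd8a and Cd8b1, the markers of the CD8+ T cells that were added, gave a share of 0.182% only. With it 0 of the 124 genes fell under 2.5 fold, and 540 genes in total (124 raised, 416 lowered) differed.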

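All 97 genes that Supplementary Table 1 lists under its gene ontology terms had a higher mean RPKM in co-cultured keratinocytes than in keratinocytes alone. For 73 of them the rise was 2.5 fold or more, for 92 it was seen within both replicate numbers, and for 78 both co-cultured libraries were above both libraries of keratinocytes alone. The median log2 fold change of the 96 genes that passed the filter on low counts was 1.94, ranging from 0.24 for Tslp to 10.97 for Cxcl9. By term, it was highest for the cellular response to interferon-beta (3.86, 18 genes) and lowest for the response to bacterium (1.46, 51 genes). An unadjusted p under 0.05 was reached by 66 of these genes and an adjusted p under 0.05 by 0 in edgeR's test, by 2 with the replicate block, and by 58 with the block and the gene length trend removed, which was chosen after the data had been seen. Since the genes of the table had been picked for their change in these libraries, their common direction is no separate test. Both group means of 12 genes were under 5 RPKM. For Tgtp1 and Tgtp2 0% of the reads mapped uniquely, so that the reads of these copies are shared and their single values uncertain. The enrichment itself was not computed again.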

When these 503 genes were analyzed using the GORILLA (gene ontology enrichment analysis and visualization) tool, among the most prominent 10 gene sets, 9 corresponded to genes controlling response and defense mechanisms (Table 1). 

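Among the genes listed under the interferon-beta terms of Supplementary Table 1, all 20 of the response to interferon-beta and all 18 of the cellular response to interferon-beta were raised 2.5 fold or more upon co-culture. Their rises ranged from 2.55 fold to 196.2 fold, with the largest log2 fold change, 7.49, for Gm4841. Irf1 (ENSMUSG00000018899), on chromosome 11 of GRCm38 from 53770014 to 53778374, encodes the transcription factor IRF1. Its RNA rose from 4.45 ± 1.79 RPKM in keratinocytes alone to 60.3 ± 2.82 RPKM in co-culture (SD, n = 2), 13.6 fold. The log2 fold change was 3.83 (standard error 0.45, adjusted p = 0.434 from edgeR's quasi-likelihood test) and 3.89 with the replicate block (standard error 0.32, adjusted p = 0.0508).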

While the top 2 pathways comprise genes induced in the interferon-beta response, including the genes encoding the transcription factors IRF1 and STAT1, the other pathways are characterized by further response genes, including the *Cxcl9* and *Cxcl10* genes (Supplementary Table 1). 

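Cxcl9 RNA was at 0.0589 ± 0.0317 RPKM in keratinocytes alone and at 118.8 ± 79.6 RPKM after co-culture (SD, n = 2), 2017 fold higher. The level in keratinocytes alone was that of single reads, below or near the smallest level that the depth can show, so that the size of the fold change is uncertain. It was 4800 fold within replicate 1 and 768 fold within replicate 2. Cxcl10 RNA was at 1.35 ± 1.27 RPKM in keratinocytes alone and 11.6 ± 1.53 RPKM after co-culture, 8.62 fold higher, with 23.3 fold within replicate 1 and 5.66 fold within replicate 2. When the mean level of both genes in co-cultured T cells was multiplied with the estimated share of T-cell RNA in the co-cultured keratinocyte libraries, this made up 0.0656% of the rise of Cxcl9 and 2.10% of that of Cxcl10.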

Upon co-culture for 1 d, the RNA levels of the *Cxcl9* gene increased more than 100 fold, and that of the *Cxcl10* gene approximately 10 fold (Figure 4C). A 2–5 fold increase was detected for the two genes encoding STAT1 and STAT2. 

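Stat2 (ENSMUSG00000040033) lies on chromosome 10 of GRCm38 from 128270559 to 128292849. Its RNA rose from 4.07 ± 1.12 RPKM in keratinocytes alone to 10.4 ± 4.93 RPKM in co-cultured keratinocytes (SD, n = 2), 2.55 fold. Within replicate 1 the rise was 4.23 fold and within replicate 2 it was 1.42 fold. The log2 fold change of Stat2 was 1.395 (standard error 0.45, adjusted p = 0.658 from edgeR's quasi-likelihood test), or 1.37 with the replicate block (standard error 0.43, adjusted p = 0.183). Both co-cultured libraries were above both libraries of keratinocytes alone.

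**Figure D2:**
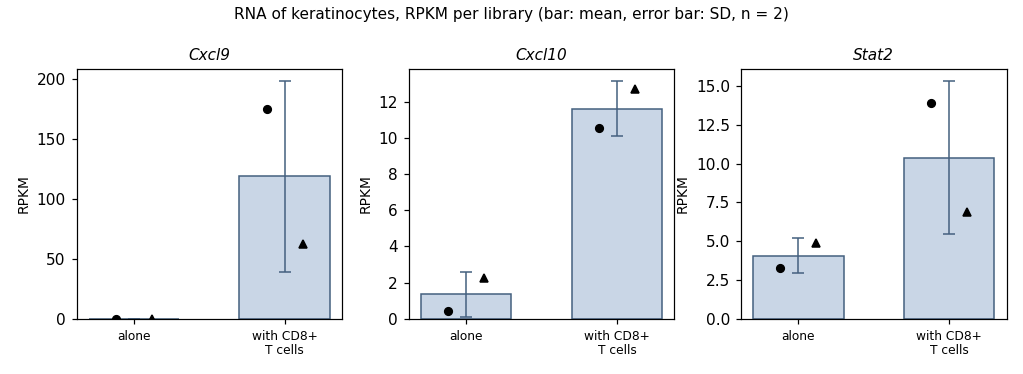
RNA levels of Cxcl9, Cxcl10, and Stat2 in RPKM (y axis) in keratinocytes alone and in co-cultured keratinocytes. Circles are replicate 1, triangles are replicate 2, and bars with error bars are the mean and the SD. In each panel both co-cultured libraries lie above both libraries of keratinocytes alone, and the replicates of co-cultured keratinocytes differ most for Cxcl9, with 175.1 and 62.5 RPKM.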

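Cd274 (ENSMUSG00000016496), on chromosome 19 of GRCm38 from 29367455 to 29388095, encodes the PD1 ligand. Its RNA rose from 0.938 ± 0.462 RPKM in keratinocytes alone to 5.17 ± 0.472 RPKM in co-culture (SD, n = 2), 5.51 fold, with both co-cultured libraries above both others. The log2 fold change was 2.52 (standard error 0.52, adjusted p = 0.658 from edgeR's quasi-likelihood test), and 2.61 with the replicate block (standard error 0.41, adjusted p = 0.113). Tnf (ENSMUSG00000024401) lies on chromosome 17 from 35199381 to 35202007, and Cd40lg (ENSMUSG00000031132) on chromosome X from 57212143 to 57224042. The mean of Tnf was 3.35 fold higher in co-culture (15.5 ± 16.6 against 4.63 ± 4.77 RPKM), and that of Cd40lg 2.56 fold (6.45 ± 6.44 against 2.52 ± 2.08 RPKM). For both genes the replicates of one group differed more than the groups. Tnf was at 8.00 and 1.254 RPKM in keratinocytes alone and at 27.2 and 3.77 RPKM in co-culture, and Cd40lg at 1.05 and 3.99 RPKM and at 1.90 and 11.0 RPKM. Without a block, neither the log2 fold change of Tnf (1.79, standard error 1.19, adjusted p = 0.672) nor that of Cd40lg (1.46, standard error 1.12, adjusted p = 0.693) exceeded this spread. With each library left out, the log2 fold change ranged from -0.13 to 3.605 for Tnf and from -0.44 to 2.79 for Cd40lg. Within replicate numbers Tnf rose 3.4 and 3.01 fold and Cd40lg 1.80 and 2.76 fold. With the replicate block the log2 fold changes were 1.75 for Tnf (standard error 0.30, adjusted p = 0.12) and 1.26 for Cd40lg (standard error 0.44, adjusted p = 0.199). Cd4 RNA, which marks a lineage of T cells, was at 11.4 and 43.5 RPKM in keratinocytes alone and at 15.0 and 84.5 RPKM in co-culture. Its rise times the ratio of Cd40lg to Cd4 in keratinocytes alone made up 52.0% of the rise of Cd40lg. This ratio was 0.0922 and 0.0918 in keratinocytes alone and 0.127 and 0.130 in co-culture, while Cd4 spanned 7.39 fold. Cd40lg RNA of cells that carry Cd4 was therefore not told apart from that of keratinocytes.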

A similar increase was observed for the *Cd274* gene encoding PD1 ligand and the *Tnf* and *Cd40lg* genes (Supplementary Figure 3C) that defend keratinocytes against T cell-mediated killing.

It is worth mentioning that within the gene sets of the top 10 pathways induced in keratinocytes by T cells the overwhelming majority of genes corresponded to genes induced by type I interferons. In addition to the genes encoding the transcription factors STAT1, STAT2, IRF1, IRF7 and IRF8, these include the *Casp1* and *Gsdmd* genes that code for caspase-1 and gasdermin D—prominent inducers of pyroptosis and membrane pore formation (21)—and numerous genes coding for guanylate binding proteins, Tap transporters and proteasome subunits. 

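To see how the interferon response was composed, a list of 17 genes that are induced mainly by type I interferons (such as Mx1, Oas2, Ifit1, and Isg15) and a list of 15 genes that are induced mainly by IFN-γ (such as Ciita, H2-Aa, Ido1, and Cxcl9) were used. All 15 tested genes of the type I list had a positive log2 fold change upon co-culture, with a median of 2.61. Of the 13 tested genes of the IFN-γ list 12 had a positive one, with a median of 1.46. Each median was above those of all 10000 random lists of the same size matched on mean expression. The lists were drawn up by hand, and genes of either list can respond to both interferons. They therefore do not name the interferon. Random relabeling of both lists gave the IFN-γ list a median at least as far above that of the type I list in a share of 0.874 of 10000 relabelings (permutation test, one-sided), for the measured difference of -1.15. On the exons of Ifnb1, Ifna2, Ifna4, and Ifnk 0 reads were counted in each of the 10 libraries of keratinocytes and T cells, i.e. their RNA was not detectable at this depth. For Ifng 29 and 54 reads were counted in keratinocytes alone and 25 and 118 reads in co-cultured keratinocytes. For a role of IFN-γ in CXCL9 and CXCL10 secretion the paper relies on a neutralizing Ab and on NFAT-deficient T cells. Those assays were not analysed here.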

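For the genes of this group that were not given above, the changes were as follows. Irf7 (chromosome 7 of GRCm38, 141262706 to 141266481) rose from 2.06 ± 0.109 RPKM in keratinocytes alone to 15.3 ± 1.99 RPKM in co-culture (SD, n = 2). Its log2 fold change was 2.97 (standard error 0.36, adjusted p = 0.434 from edgeR's quasi-likelihood test), and 2.96 with the replicate block (adjusted p = 0.0752). Irf8 (chromosome 8, 120736358 to 120756694) rose 2.73 fold to 4.57 ± 1.89 RPKM, with a log2 fold change of 1.52 (standard error 0.85, adjusted p = 0.658). With the replicate block it was 1.80 (standard error 0.42, adjusted p = 0.148), and with the block and the length trend removed the Irf8 log2 fold change in keratinocytes had an adjusted p of 0.0391. Irf8 was at 34.6 RPKM in co-cultured T cells, and the estimated share of T-cell RNA would make up 85.8% of its rise, or 2.20% with the share estimated from Cd8a and Cd8b1 only. Casp1 (chromosome 9, 5298517 to 5307265) rose from 9.56 ± 5.40 to 25.1 ± 5.67 RPKM, a log2 fold change of 1.46 (standard error 0.54, adjusted p = 0.658), and of 1.565 with the block (standard error 0.31, adjusted p = 0.140). Gsdmd (chromosome 15, 75862327 to 75867408) rose from 4.16 ± 3.09 to 8.96 ± 0.498 RPKM, with a log2 fold change of 1.16 (standard error 0.65, adjusted p = 0.658), and of 1.39 with the block (standard error 0.45, adjusted p = 0.184). The share of T-cell RNA would make up 27.0% of this rise, or 0.693% by Cd8a and Cd8b1. In all of these genes both co-cultured libraries were above both libraries of keratinocytes alone, by a narrow margin for Irf8.

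Of the genes of Supplementary Table 1, 4 guanylate binding proteins rose 8.52 to 84.9 fold, 2 Tap transporters 2.41 to 5.62 fold, and 5 proteasome subunits 2.69 to 8.32 fold. The median log2 fold changes were 4.93, 1.95, and 2.57. All 11 genes had an unadjusted p under 0.05. An adjusted p under 0.05 was reached by 0 of them without and with the replicate block, but by 4 guanylate binding proteins, 2 Tap transporters, and 4 proteasome subunits with the block and the length trend removed. The reads of Gbp6 mapped uniquely to 0.301% only, so that its value is shared with its close copies and uncertain.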

All these genes are compiled in the Supplementary Table 1.

### Local CXCL10 Induction in Keratinocytes From Lichen Planus Patients

Finally, we wanted to see whether our *in vitro/ex vivo* findings on the interplay between murine CD8^+^T cells and keratinocytes are of relevance for human skin disorders. To this end, we selected lichen planus (LP) as model disease. LP is a T cell mediated inflammatory disease that is characterized by the massive infiltration of T lymphocytes, the destruction of the basal epidermal layer and the induction of numerous genes with a typical IFN signature (12, 13, 22). These include the chemokine *Cxcl9* and *Cxcl10* genes as typical molecular LP markers that distinguish lichenoid tissue reactions from atopic dermatitis and psoriasis (12). In our co-stains of LP skin sections using Abs directed against CXCL10, CD8, CD4, and pan-keratin (or Krt14) we detected a strong expression of CXCL10 in keratinocytes located mostly at the edge of elongated epidermal ridges closely surrounded by infiltrating T cells. In contrast, infiltrating CD8^+^ and CD4^+^T cells showed rather a very weak staining with the CXCL10 Ab (Figure 5 and Supplementary Figures 4, 5). For quantification of CXCL10-expressing keratinocytes we counted positive cells in each immunofluorescence stain of 10 patients and compared results with healthy skin (Figure 5).

**Figure 5:**
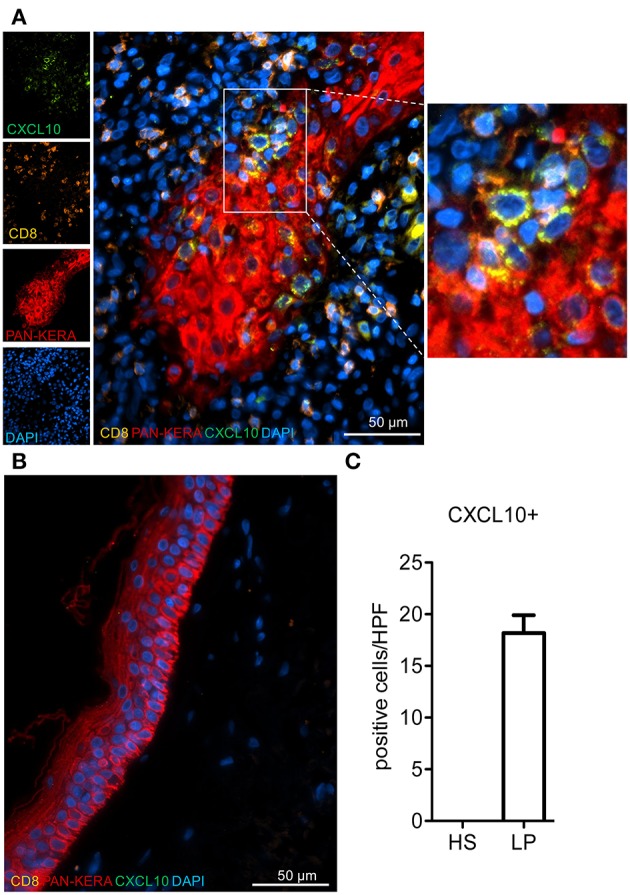
Enumeration of selectively accentuated CXCL10+ keratinocytes in lichen planus patients. Representative immunofluorescence stainings for CXCL10, CD8, and pan-cytokeratin (Pan-Kera) in **(A)** lichen planus (LP) and **(B)** healthy skin (HS). Rectangle marks position of blow-up (right side). **(C)** CXCL10^+^ cells were counted in at least 3 high power fields (HPF)/patient (*n* = 10) and compared to HS. Confocal microscopy, 40x magnification.

The immunofluorescence stains with two Abs directed against CXCL9 did not show a distinct expression of CXCL9 in keratinocyte at the keratinocyte/T cell border but a broad, more diffuse expression in the invading cells, including CD4^+^T lymphocytes and other cells (Figure 6).

**Figure 6:**
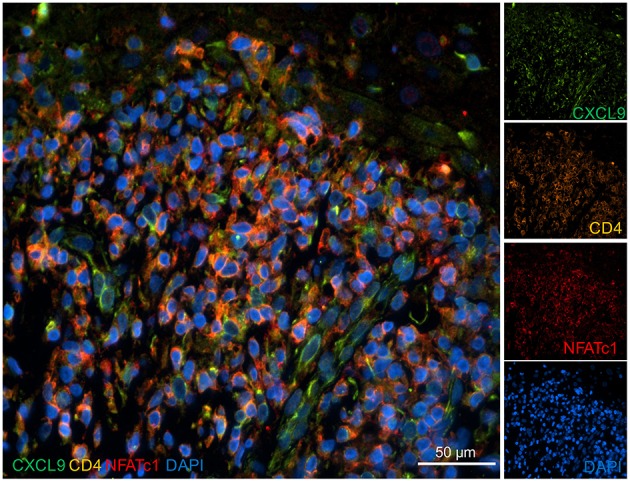
Expression of CXCL9 in the skin of a lichen planus patient. Skin sections were stained with Abs directed against CXCL9, NFATc1, and CD4 and co-stained with DAPI as indicated. Immunofluorescence microscopy, 40x magnification.

The data on the role of NFAT factors in CXCL9 and CXCL10 induction prompted us to speculate that in lichenoid tissue reactions the nuclear expression of NFATs might be a further molecular sign of infiltrating T cells. However, in all immunofluorescence stains of such skin sections we were unable to detect any clear-cut nuclear NFATc1 or NFATc2 localization in infiltrating CD8^+^ and CD4^+^ T cells, but a prominent cytosolic expression of both NFAT factors (Supplementary Figures 6A,B).

## Discussion

The experimental data presented here extend a large body of published results on the interplay between epidermal keratinocytes and T lymphocytes (23, 24). Employing co-culture experiments and analyzing supernatants (“conditioned medium”) of activated CD8^+^T cells we demonstrated that T lymphocytes modulate the chemokine synthesis of keratinocytes, including the IFN-γ-mediated induction of CXCL9 and CXCL10 chemokines. In addition, we detected the induction of a large set of type I IFN-inducible genes in keratinocytes. Similar changes in gene expression have been described in the skin of lichen planus patients (13) in which we detected the distinct expression of CXCL10 in keratinocytes near the border to invading T cells.

Compared to the situation *in vivo*, there are limitations of our co-culture system. The infiltration of lymphocytes into the skin and the attack of the stratum basale are a feature of many skin diseases. In our co-cultures, keratinocytes of stratum basale were exclusively propagated and studied. Therefore, the attack of pre-activated T cells and the “liquefaction degeneration” of the basal layer of the epidermis by cytotoxic lymphocytes might reflect certain pathological situations *in vivo*, such as in the skin of patients suffering from lichen planus.

The massive changes in keratinocyte gene expression induced by T cells suggest the existence of a fine-tuned balance between keratinocytes and T lymphocytes that is disturbed in numerous skin diseases. This might be due to metabolic changes in primary keratinocytes which, like activated CD8^+^T cells (16), exhibit a high glycolysis rate (own unpublished data). Our data indicate that CXCL9 and CXCL10 are induced by IFN-γ secreted by T cells. Both chemokines attract (autoreactive) T cells expressing CXCR3, the common receptor for CXCL9, CXCL10 and CXCL11 (4), to the skin (25, 26). Albeit the co-culture system does not reflect the complex cellular interplay between keratinocytes, T cells, macrophages, dendritic cells, and others in human skin diseases, it contributes to the understanding of T cells/keratinocytes interactions. In LP patients, this “feed-back” mechanism leads to a “flood” of invading T lymphocytes into the dermis, the liquefaction degeneration of the basal epidermal layer and the interference with keratinocyte differentiation (27). Surprisingly, unlike CXCL10 we were unable to detect a distinct expression of CXCL9 in keratinocytes of LP patients, in spite of the comparable induction of CXCL9 and CXCL10 secretion by murine keratinocytes upon co-culture with CD8^+^T cells. However, a similar dichotomy in the expression of CXCL9 and CXCL10 (and CXCL11) has been described before for different human skin disorders. In those studies CXCL10 and CXCL11 were found to be predominantly expressed in basal keratinocytes whereas CXCL9 expression was predominantly localized in dermal infiltrates (15, 28).

It should be noted here that CXCR3 is not a skin-specific chemokine receptor but attracts immune cells to sites of IFN-γ-mediated inflammation (3). CXCR3 is not only expressed on activated T cells but also on dendritic cells, natural killer cells, fibroblasts, smooth muscle, and epithelial cells (25, 29). Accordingly, the expression of CXCR3 and its activation by chemokine ligands has been associated not only with numerous skin diseases but also with other disorders, such as arthritis, type 1 diabetes (30, 31), and allograft rejections including the rejection of heterotopic heart allografts (32, 33). These findings underline the importance of CXCL9/CXCL10 signals in the control of (auto-) immunity and have been exploited in immune therapies against tumors (3, 34) in which CXCR3 is strongly expressed (35, 36).

Apart from CXCL9 and CXCL10, the induction of genes encoding caspase-1 and gasdermin D are additional steps in the T cell-mediated “killing program” of keratinocytes. Caspase-1 is an inflammatory response initiator that cleaves other proteins, including the pyroptosis inducer gasdermin D (21). However, keratinocytes are also able to fight back, as it is shown by the induction of the *Cd274* gene coding for the PD1 ligand, which—through its binding to PD-1 on activated T cells—dampens T cell activity (37, 38). Most of these genes are induced via type I IFN pathways. This is demonstrated by the induction of *Irf* genes *Irf1, Irf7*, and *Irf8*, and of Stat factors STAT1 and STAT2 that are induced by type I IFNs (Supplementary Table 1).

The decrease in expression of *Ccl3* and *Ccl4* genes in pre-activated CD8^+^T cells that we observed upon culture of T cells in Ca^++^-poor SFM/X-vivo medium might be of relevance for the fate of T cells infiltrating the skin. In the basal layer of the epidermis extracellular Ca^++^ concentrations are very low and facilitate the proliferation of keratinocytes whereas increasing Ca^++^ supports keratinocyte differentiation (39, 40). Therefore, one may speculate that under physiological conditions invading T cells that need Ca^++^ for full activity are inhibited. This is reflected in the suppression of numerous Ca^++^-dependent genes in our assays, including *Ccl3, Ccl4, Ifn-*γ, and further NFAT-dependent genes.

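Ifng (ENSMUSG00000055170, chromosome 10 of GRCm38, 118441046 to 118445892) was at 600.9 ± 16.5 RPKM in activated T cells, at 6.57 ± 0.883 RPKM in mixed medium and at 4.73 ± 2.08 RPKM in co-culture (SD, n = 2). Its log2 fold change against activated T cells was -6.36 in mixed medium (standard error 0.49, adjusted p = 0.00345 from edgeR's quasi-likelihood test) and -6.77 in co-culture (standard error 0.50, adjusted p = 0.00162). Of a list of 23 NFAT target genes, among them Ccl3, Ccl4, Ifng, Il2, Csf2, and Egr2, 22 were lower in mixed medium than in activated T cells. Their median log2 fold change was -2.56, ranging from -10.34 (Il3) to 1.33, and lay below those of all 10000 random lists of the same size matched on mean expression. For Tnf, a member of this list, the log2 fold change was -2.28 (standard error 1.16, adjusted p = 0.269). Both libraries in mixed medium were below both activated libraries, but the fall did not pass an adjusted p of 0.05. If the activated cells were collected a day earlier, as by the labels, the fall of these genes was measured with medium and time changed together. The paper attributes the silencing of Ccl3 and Ccl4 to a defect of NFAT activity in low Ca++ medium, and it speculates that invading T cells which need Ca++ are inhibited under physiological conditions.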

The need for T cell activation and the inability of NFAT DKO T cells to induce CXCL9 and CXCL10 indicate that the IFN-γ-mediated induction of both chemokines is linked to NFAT activity in T cells. In activated CD8^+^ T cells and, *in vivo*, in cytotoxic T cells the synthesis of IFN-γ is under the control of the NFAT factors NFATc1 and NFATc2. In CTLs, inactivation of NFATc1 led to a complete loss of IFN-γ induction upon TPA+ionomycin treatment whereas NFATc2 inactivation exerted a milder defect, leading to a reduction of ~60% (16). Therefore, we expected to see a strong defect in CXCL9 and CXCL10 induction by NFATc1-ko, but not NFATc2-ko T cells. However, the opposite was observed. The strong decrease in IFN-γ production by NFATc2-ko CD8^+^T cells suggests that under the chosen experimental conditions, i.e., 1 day activation of splenic CD8^+^T cells by αCD3/CD28 (followed by co-culture with keratinocytes for 1 d), NFATc2—and not NFATc1—is the most prominent NFAT factor to stimulate IFN-γ expression in murine CD8^+^T cells. It remains to be shown whether this is also true for skin-infiltating T cells in human skin diseases.

## Data Availability

The datasets generated for this study can be found in the data of NGS assays have been deposited in the GEO database (GSE131905).

## Ethics Statement

Animal experiments were performed according to project licenses (Nr. 55.2-2531.01-80/10), which are approved and controlled by the Regierung von Unterfranken, Würzburg. All anonymized specimens from LP patients were obtained from the archive of paraffin-embedded diagnostic tissues of the Department of Dermatology at the University Hospital of Würzburg, Germany, and were used in accordance with the local ethics committee.

## Author Contributions

TR, VS, MA, SK-H, and KMuh: Performed experiments. KMur, FG, and AK: Immunofluorescence stains. KMuh, MK, and TB: NGS assays. MG and AK: Analyzed data and supported the preparation of the manuscript. KMuh and ES: Led the investigation and wrote the manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CsA: cyclosporine A
CTL: cytotoxic T cells
DKO T cells: T cells deficient for NFATc1 and NFATc2
Interferon-γ: IFN-γ
LP: lichen planus
NGS: next generation sequencing
TNF-α: Tumor necrosis factor α
T+I: TPA and ionomycin
IFN: Type I interferon.

# Supplementary material for: T Cells Control Chemokine Secretion by Keratinocytes
**Source:** Front Immunol. 2019 Aug 9;10:1917. doi: 10.3389/fimmu.2019.01917
**Supplement:** Supplementary file 1

**Supplementary Table 1:** List of individual genes induced in murine keratinocytes upon co-culture with pre-activated CD8<sup>+</sup> T cells for 1 d, determined with the Gorilla (Gene Ontology enRIchment anaLysis and visualization) tool [1]. The chemokines Cxcl9 and Cxcl10 are underlined and written in bold face letters.

**GO:0035456: response to interferon-beta**

*Tgtp2* - t cell specific gtpase 2; *Gbp6* - guanylate binding protein 6; *Irf1* - interferon regulatory factor 1; *Gm4841* - predicted gene 4841; *Bst2* - bone marrow stromal cell antigen 2; *Gbp3* - guanylate binding protein 3; *Irgm2* - immunity-related gtpase family m member 2; *Mnda* - myeloid cell nuclear differentiation antigen; *Ifit3* - interferon-induced protein with tetratricopeptide repeats 3; *Gbp2* - guanylate binding protein 2; *Ifi205* - interferon activated gene 205; *Ifi47* - interferon gamma inducible protein 47; *Ifit1* - interferon-induced protein with tetratricopeptide repeats 1; *Igtp* - interferon gamma induced gtpase; *Ifitm3* - interferon induced transmembrane protein 3; *Ifi204* - interferon activated gene 204; *Irgm1* - immunity-related gtpase family m member 1; *ligp1* - interferon inducible gtpase 1; *Tgtp1* - t cell specific gtpase 1; *Stat1* - signal transducer and activator of transcription 1

**GO:0035458: cellular response to interferon-beta**

*Tgtp2* - t cell specific gtpase 2; *Gbp6* - guanylate binding protein 6; *Gm4841* - predicted gene 4841; *Irf1* - interferon regulatory factor 1; *Gbp3* - guanylate binding protein 3; *Mnda* - myeloid cell nuclear differentiation antigen; *Irgm2* - immunity-related gtpase family m member 2; *Gbp2* - guanylate binding protein 2; *Ifit3* - interferon-induced protein with tetratricopeptide repeats 3; *Ifi205* - interferon activated gene 205; *Ifi47* - interferon gamma inducible protein 47; *Ifit1* - interferon-induced protein with tetratricopeptide repeats 1; *Igtp* - interferon gamma induced gtpase; *Ifi204* - interferon activated gene 204; *Irgm1* - immunity-related gtpase family m member 1; *ligp1* - interferon inducible gtpase 1; *Tgtp1* - t cell specific gtpase 1; *Stat1* - signal transducer and activator of transcription 1

**GO:0051707: response to other organism**

*Gbp7* - guanylate binding protein 7; *Gbp6* - guanylate binding protein 6; *Samhd1* - sam domain and hd domain, 1; *Irf8* - interferon regulatory factor 8; *Bst2* - bone marrow stromal cell antigen 2; *Gbp3* - guanylate binding protein 3; **Cxcl9 - chemokine (c-x-c motif) ligand 9**; *Irgm2* - immunity-related; gtpase family m member 2; *Mnda* - myeloid cell nuclear differentiation antigen; *Oas3* - 2'-5' oligoadenylate synthetase 3; *Ly6a* - lymphocyte antigen 6 complex, locus a; *Ifit1* - interferon-induced protein with tetratricopeptide repeats 1; *Isg15* - isg15 ubiquitin-like modifier; *Ifi204* - interferon activated gene 204; *Irgm1* - immunity-related gtpase family m member 1; *Rtp4* - receptor transporter protein 4; **Cxcl10 - chemokine (c-x-c motif) ligand 10**; *ligp1* - interferon inducible gtpase 1; *Irf7* - interferon regulatory factor 7; *Serpinh9* - serine (or cysteine) peptidase inhibitor, clade b, member 9; *Dtx3l* - deltex 3-like (drosophila); *Plac8* - placenta-specific 8; *Zbp1* - z-dna binding protein 1; *Lgals9* - lectin, galactose binding, soluble 9; *Irf1* - interferon regulatory factor 1; *Casp1* - caspase 1; *Trim12a* - tripartite motif-containing 12a; *Ifit3* - interferon-induced protein with; tetratricopeptide repeats 3; *Gbp2* - guanylate binding protein 2; *Ifi205* - interferon activated

gene 205;AA467197-expressed sequence aa467197; *Parp9* - poly (adp-ribose) polymerase family, member 9; *Ifitm3* - interferon induced transmembrane protein 3; *Oas12* - 2'-5' oligoadenylate synthetase-like 2; *Tnf* - tumor necrosis factor; *Lsm5* - lsm5 homolog, u6 small nuclear rna associated (s. cerevisiae); *Nlrc5* - nlr family, card domain containing 5; *Stat2* - signal transducer and activator of transcription 2; *Tgtp1* - t cell specific gtpase 1; *Psmb9* - proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2); *Stat1* - signal transducer and activator of transcription 1; *Ppbb* - pro-platelet basic protein

**GO:0043207: response to external biotic stimulus**

*Gbp7* - guanylate binding protein 7; *Gbp6* - guanylate binding protein 6; *Samhd1* - sam domain and hd domain, 1; *Irf8* - interferon regulatory factor 8; *Bst2* - bone marrow stromal cell antigen 2; *Gbp3* - guanylate binding protein 3; *Irgm2* - immunity-related gtpase family m member 2; **Cxcl9 - chemokine (c-x-c motif) ligand 9**; *Cd274* - cd274 antigen; *Mnda* - myeloid cell nuclear differentiation antigen; *Oas3* - 2'-5' oligoadenylate synthetase 3; *Ly6a* - lymphocyte antigen 6 complex, locus a; *Ifit1* - interferon-induced protein with tetratricopeptide repeats 1; *Isg15* - isg15 ubiquitin-like modifier; *Ifi204* - interferon activated gene 204; *Irgm1* - immunity-related gtpase family member 1; *Rtp4* - receptor transporter protein 4; **Cxcl10 - chemokine (c-x-c motif) ligand 10**; *ligp1* - interferon inducible gtpase 1; *Irf7* - interferon regulatory factor 7; *Serpinb9* - serine (or cysteine) peptidase inhibitor, clade b, member 9; *Dtx3l* - deltex 3-like (drosophila); *Plac8* - placenta-specific 8; *Pde2a* - phosphodiesterase 2a, cgmp-stimulated; *Zbp1* - z-dna binding protein 1; *Lgals9* - lectin, galactose binding, soluble 9; *Irf1* - interferon regulatory factor 1; *Casp1* - caspase 1; *Trim12a* - tripartite motif-containing 12a; *Ifit3* - interferon-induced protein with tetratricopeptide repeats 3; *Gbp2* - guanylate binding protein 2; *Tap2* - transporter 2, atp-binding cassette, sub-family b (mdr/tap); *Ifi205* - interferon activated gene 205; AA467197 - expressed sequence aa467197; *Parp9* - poly (adp-ribose) polymerase family, member 9; *Ifitm3* - interferon induced transmembrane protein 3; *Oas12* - 2'-5' oligoadenylate synthetase-like 2; *Tnf* - tumor necrosis factor; *Lsm5* - lsm5 homolog, u6 small nuclear rna associated (s. cerevisiae); *Nlrc5* - nlr family, card domain containing 5; *Stat2* - signal transducer and activator of transcription 2; *Tgtp1* - t cell specific gtpase 1; *Psmb9* - proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2); *Stat1* - signal transducer and activator of transcription 1; *Ppbb* - pro-platelet basic protein

**GO:0006952: defense response**

*Gbp7* - guanylate binding protein 7; *Gbp6* - guanylate binding protein 6; *Samhd1* - sam domain and hd domain, 1; *Irf8* - interferon regulatory factor 8; *Bst2* - bone marrow stromal cell antigen 2; *Gbp3* - guanylate binding protein 3; *Trim21* - tripartite motif-containing 21; *Irgm2* - immunity-related gtpase family m member 2; **Cxcl9 - chemokine (c-x-c motif) ligand 9**; *Ifi47* - interferon gamma inducible protein 47; *Ifit1* - interferon-induced protein with tetratricopeptide repeats 1; *Igtp* - interferon gamma induced gtpase; *Isg15* - isg15 ubiquitin-like modifier; *Irgm1* - immunity-related gtpase family m member 1; *Rtp4* - receptor transporter protein 4; **Cxcl10 - chemokine (c-x-c motif) ligand 10**; *ligp1* - interferon inducible gtpase 1; *Irf7* - interferon regulatory factor 7; *Parp14* - poly (adp-ribose) polymerase family, member 14; *Dtx3l* - deltex 3-like (drosophila); *Tgtp2* - t cell specific gtpase 2; *Zbp1* - z-dna binding protein 1; *Gm4841* - predicted gene 4841; *Irf1* - interferon regulatory factor 1; *Serping1* - serine (or cysteine) peptidase inhibitor, clade g, member 1; *Gbp2* - guanylate binding protein 2; *Ifit3* - interferon-induced protein with tetratricopeptide repeats; *C1ra* - complement component 1, r subcomponent a; *Tap1* - transporter 1, atp-binding cassette, sub-family b (mdr/tap); *Parp9* - poly (adp-ribose) polymerase family,

member 9; *Ifitm3* - interferon induced transmembrane protein 3; *Oas12* - 2'-5' oligoadenylate synthetase-like 2; *Tnf* - tumor necrosis factor; *Tgtp1* - t cell specific gtpase 1; *Nlrc5* - nlr family, card domain containing 5; *Stat1* - signal transducer and activator of transcription 1; *Ppbb* - pro-platelet basic protein

**GO:0009607: response to biotic stimulus**

*Gbp7* - guanylate binding protein 7; *Gbp6* - guanylate binding protein 6; *Samhd1* - sam domain and hd domain, 1; *Irf8* - interferon regulatory factor 8; *Bst2* - bone marrow stromal cell antigen 2; *Gbp3* - guanylate binding protein 3; **Cxcl9 - chemokine (c-x-c motif) ligand 9**; *Irgm2* - immunity-related gtpase family m member 2; *Cd274* - cd274 antigen; *Mnda* - myeloid cell nuclear differentiation antigen; *Oas3* - 2'-5' oligoadenylate synthetase 3; *Ly6a* - lymphocyte antigen 6 complex, locus a; *Ifit1* - interferon-induced protein with tetratricopeptide repeats 1; *Isg15* - isg15 ubiquitin-like modifier; *Ifi204* - interferon activated gene 204; *Irgm1* - immunity-related gtpase family m member 1; *Rtp4* - receptor transporter protein 4; **Cxcl10 - chemokine (c-x-c motif) ligand 10**; *ligp1* - interferon inducible gtpase 1; *Irf7* - interferon regulatory factor 7; *Serpinb9* - serine (or cysteine) peptidase inhibitor, clade b, member 9; *Dtx3l* - deltex 3-like (drosophila); *Plac8* - placenta-specific 8; *Pde2a* - phosphodiesterase 2a, cgmp-stimulated; *Zbp1* - z-dna binding protein 1; *Lgals9* - lectin, galactose binding, soluble 9; *Casp1* - caspase 1; *Irf1* - interferon regulatory factor 1; *Trim12a* - tripartite motif-containing 12a; *Ifit3* - interferon-induced protein with tetratricopeptide repeats 3; *Gbp2* - guanylate binding protein 2; *Tap2* - transporter 2, atp-binding cassette, sub-family b (mdr/tap); *Ifi205* - interferon activated gene 205; AA467197 - expressed sequence aa467197; *Parp9* - poly (adp-ribose) polymerase family, member 9; *Ifitm3* - interferon induced transmembrane protein 3; *Oas12* - 2'-5' oligoadenylate synthetase-like 2; *Tnf* - tumor necrosis factor; *Lsm5* - lsm5 homolog, u6 small nuclear rna associated (s. cerevisiae); *Nlrc5* - nlr family, card domain containing 5; *Stat2* - signal transducer and activator of transcription 2; *Tgtp1* - t cell specific gtpase 1; *Psmb9* - proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2); *Stat1* - signal transducer and activator of transcription 1; *Ppbb* - pro-platelet basic protein

**GO:0009617: response to bacterium**

*Gbp7* - guanylate binding protein 7; *H2-T23* - histocompatibility 2, t region locus 23; *Sp110* - sp110 nuclear body protein; *Gbp6* - guanylate binding protein 6; *Mnda* - myeloid cell nuclear differentiation antigen; *Irgm2* - immunity-related gtpase family m member 2; **Cxcl9 - chemokine (c-x-c motif) ligand 9**; *Ly6a* - lymphocyte antigen 6 complex, locus a; *Fcer1g* - fc receptor, ige, high affinity i, gamma polypeptide; *Hmgb2* - high mobility group box 2; *H2-M3* - histocompatibility 2, m region locus 3; *Gpx1* - glutathione peroxidase 1; *Gpx2* - glutathione peroxidase 2; *Ppp1r11* - protein phosphatase 1, regulatory (inhibitor) subunit 11; *Serpinb9* - serine (or cysteine) peptidase inhibitor, clade b, member 9; *Pycard* - pyd and card domain containing; *Tmem229b* - transmembrane protein 229b; *Dhx58* - dexh (asp-glu-x-his) box polypeptide 58; *Gbp2* - guanylate binding protein 2; AA467197 - expressed sequence aa467197; *Ifi205* - interferon activated gene 205; *Ifi44* - interferon-induced protein 44; *Hba-a2* - hemoglobin alpha, adult chain 2; *Tnf* - tumor necrosis factor; *Stat1* - signal transducer and activator of transcription 1; *Psmb9* - proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2); *Irf8* - interferon regulatory factor 8; *Gbp3* - guanylate binding protein 3; *Ifit1* - interferon-induced protein with tetratricopeptide repeats 1; *Isg15* - isg15 ubiquitin-like modifier; *Ifi204* - interferon activated gene 204; *Irgm1* - immunity-related gtpase family m member 1; **Cxcl10 - chemokine (c-x-c motif) ligand 10**; *Tslp* - thymic stromal lymphopoietin; *ligp1* - interferon inducible gtpase 1; *Coch* - coagulation factor c homolog (limulus polyphemus); *Serpina3f* - serine (or cysteine) peptidase inhibitor, clade a, member 3f; *Plac8* - placenta-specific 8;

*Slfn2* - schlafen 2; *Ifng* - interferon gamma; *Casp1* - caspase 1; *Myd88* - myeloid differentiation primary response gene 88; *Ifit3* - interferon-induced protein with tetratricopeptide repeats 3; *Tnfaip8* - tumor necrosis factor, alpha-induced protein8; *H2-K1* - histocompatibility2,k1,k region *Defb3* - defensin beta 3; *Mndal* - myeloid nuclear differentiation antigen like; *Gsdmd* - gasdermin d; *Lsm5* - lsm5 homolog, u6 small nuclear rna associated (s. cerevisiae); *Nlrc5* - nlr family, card domain containing 5; *Tgtp1* - t cell specific gtpase 1

#### **GO:0002376: immune system process**

*Samhd1* - sam domain and hd domain, 1; *Nup85* - nucleoporin 85; *Mnda* - myeloid cell nuclear differentiation antigen; **Cxcl9 - chemokine (c-x-c motif) ligand 9**; *Irgm2* - immunity-related gtpase family m member 2; *Oas3* - 2'-5' oligoadenylate synthetase 3; *H2-T22* - histocompatibility 2, t region locus 22; *Ahcy* - s-adenosylhomocysteine hydrolase; *Nampt* - nicotinamide phosphoribosyltransferase; *Rtp4* - receptor transporter protein 4; *Tinagl1* - tubulointerstitial nephritis antigen-like 1; *Serpinb9* - serine (or cysteine) peptidase inhibitor, clade b, member 9; *Parp14* - poly (adp-ribose) polymerase family, member 14; *Erap1* - endoplasmic reticulum aminopeptidase 1; *Il18bp* - interleukin 18 binding protein; *Psme2* - proteasome (prosome, macropain) activator subunit 2 (pa28 beta); *Trim12a* - tripartite motif-containing 12a; *Psme1* - proteasome (prosome, macropain) activator subunit 1 (pa28 alpha); *Tap2* - transporter 2, atp-binding cassette, sub-family b (mdr/tap); *Ifi205* - interferon activated gene 205 *Tap1* - transporter 1, atp-binding cassette, sub-family b (mdr/tap); *Oas2* - 2'-5' oligoadenylate synthetase-like 2; *Tapbp* - tap binding protein; *Tnf* - tumor necrosis factor; *Stat2* - signal transducer and activator of transcription 2; *Stat1* - signal transducer and activator of transcription 1; *Psmb9* - proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2); *Psmb8* - proteasome (prosome, macropain) subunit, beta type 8 (large multifunctional peptidase 7); *Psmb10* - proteasome (prosome, macropain) subunit, beta type 10; *Irf8* - interferon regulatory factor 8; *Icam1* - intercellular adhesion molecule 1; *Bst2* - bone marrow stromal cell antigen 2; *Trim21* - tripartite motif-containing 21; *Cd274* - cd274 antigen; *Ifit1* - interferon-induced protein with tetratricopeptide repeats 1; *Isg15* - isg15 ubiquitin-like modifier; *Ifi204* - interferon activated gene 204; *Irgm1* - immunity-related gtpase family m member 1; **Cxcl10 - chemokine (c-x-c motif) ligand 10**; *ligp1* - interferon inducible gtpase 1; *Irf7* - interferon regulatory factor 7; *Dtx3l* - deltex 3-like (drosophila); *Zbp1* - z-dna binding protein 1; *Sectm1b* - secreted and transmembrane 1b; *Lgals9* - lectin, galactose binding, soluble 9; *Casp1* - caspase 1; *Irf1* - interferon regulatory factor 1; *Serping1* - serine (or cysteine) peptidase inhibitor, clade g, member 1; *Ifit3* - interferon-induced protein with tetratricopeptide repeats 3; *C1ra* - complement component 1, r subcomponent a; *Gzmb* - granzyme b; *Parp9* - poly (adp-ribose) polymerase family, member 9; *Ifitm3* - interferon induced transmembrane protein 3; *Ubd* - ubiquitin d; *Nlrc5* - nlr family, card domain containing 5; *Ppbp* - pro-platelet basic protein

#### **GO:0006955: immune response**

*Samhd1* - sam domain and hd domain, 1; *Irf8* - interferon regulatory factor 8; *Icam1* - intercellular adhesion molecule 1; *Bst2* - bone marrow stromal cell antigen 2; *Trim21* - tripartite motif-containing 21; *Irgm2* - immunity-related gtpase family m member 2; **Cxcl9 - chemokine (c-x-c motif) ligand 9**; *Cd274* - cd274 antigen; *Oas3* - 2'-5' oligoadenylate synthetase 3; *H2-T22* - histocompatibility 2, t region locus 22; *Ahcy* - s-adenosylhomocysteine hydrolase; *Ifit1* - interferon-induced protein with tetratricopeptide repeats 1; *Irgm1* - immunity-related gtpase family m member 1; **Cxcl10 - chemokine (c-x-c motif) ligand 10**; *H2-Q4* - histocompatibility 2, q region locus 4; *Tinagl1* -

tubulointerstitial nephritis antigen-like 1; *ligp1* - interferon inducible gtpase 1; *lrf7* - interferon regulatory factor 7; *Serpinb9* - serine (or cysteine) peptidase inhibitor, clade b, member 9; *Parp14* - poly (adp-ribose) polymerase family, member 14; *Dtx3l* - deltex 3-like (drosophila); *Zbp1* - z-dna binding protein 1; *Erap1* - endoplasmic reticulum aminopeptidase 1; *Sectm1b* - secreted and transmembrane 1b; **Ccl1 - chemokine (c-c motif) ligand 1**; *Il18bp* - interleukin 18 binding protein; *lrf1* - interferon regulatory factor 1; *Serping1* - serine (or cysteine) peptidase inhibitor, clade g, member 1; *Trim12a* - tripartite motif-containing 12a; *Ifit3* - interferon-induced protein with tetratricopeptide repeats 3; *C1ra* - complement component 1, r subcomponent a; *Cd40lg* - cd40 ligand; *Tap2* - transporter 2, atp-binding cassette, sub-family b (mdr/tap); *Parp9* - poly (adp-ribose) polymerase family, member 9; *Tap1* - transporter 1, atp-binding cassette, sub-family b (mdr/tap); *Gzmb* - granzyme b; *Ifitm3* - interferon induced transmembrane protein 3; *Oasl2* - 2'-5' oligoadenylate synthetase-like 2; *Tnf* - tumor necrosis factor; *Nlrc5* - nlr family, card domain containing 5; *Ppbb* - pro-platelet basic protein

#### **GO:0051704: multi-organism process**

*Gbp7* - guanylate binding protein 7; *Gbp6* - guanylate binding protein 6; *Samhd1* - sam domain and hd domain, 1; *lrf8* - interferon regulatory factor 8; *Icam1* - intercellular adhesion molecule 1; *Bst2* - bone marrow stromal cell antigen 2; *Gbp3* - guanylate binding protein 3; *Mnda* - myeloid cell nuclear differentiation antigen; *Irgm2* - immunity-related gtpase family m member 2; **Cxcl9 - chemokine (c-x-c motif) ligand 9**; *Oas3* - 2'-5' oligoadenylate synthetase 3; *Ifit1* - interferon-induced protein with tetratricopeptide repeats 1; *Isg15* - isg15 ubiquitin-like modifier; *Ifi204* - interferon activated gene 204; *Rtp4* - receptor transporter protein 4; *Irgm1* - immunity-related gtpase family m member 1; **Cxcl10 - chemokine (c-x-c motif) ligand 10**; *ligp1* - interferon inducible gtpase 1; *lrf7* - interferon regulatory factor 7; *Dtx3l* - deltex 3-like (drosophila); *Zbp1* - z-dna binding protein 1; *Lgals9* - lectin, galactose binding, soluble 9; *lrf1* - interferon regulatory factor 1; *Casp1* - caspase 1; *Gbp2* - guanylate binding protein 2; *Ifit3* - interferon-induced protein with tetratricopeptide repeats 3; *AA467197* - expressed sequence aa467197; *Ifi205* - interferon activated gene 205; *Parp9* - poly (adp-ribose) polymerase family, member 9; *Ifitm3* - interferon induced transmembrane protein 3; *Oasl2* - 2'-5' oligoadenylate synthetase-like 2; *Tnf* - tumor necrosis factor; *Lsm5* - lsm5 homolog, u6 small nuclear rna associated (s. cerevisiae); *Tgtp1* - t cell specific gtpase 1; *Nlrc5* - nlr family, card domain containing 5; *Psmb9* - proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2); *Stat1* - signal transducer and activator of transcription 1; *Ppbb* - pro-platelet basic protein

1. Eden, E., et al., *GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists*. BMC Bioinformatics, 2009. **10**: p. 48.

# Supplementary material for: T Cells Control Chemokine Secretion by Keratinocytes
**Source:** Front Immunol. 2019 Aug 9;10:1917. doi: 10.3389/fimmu.2019.01917
**Supplement:** Supplementary file 2

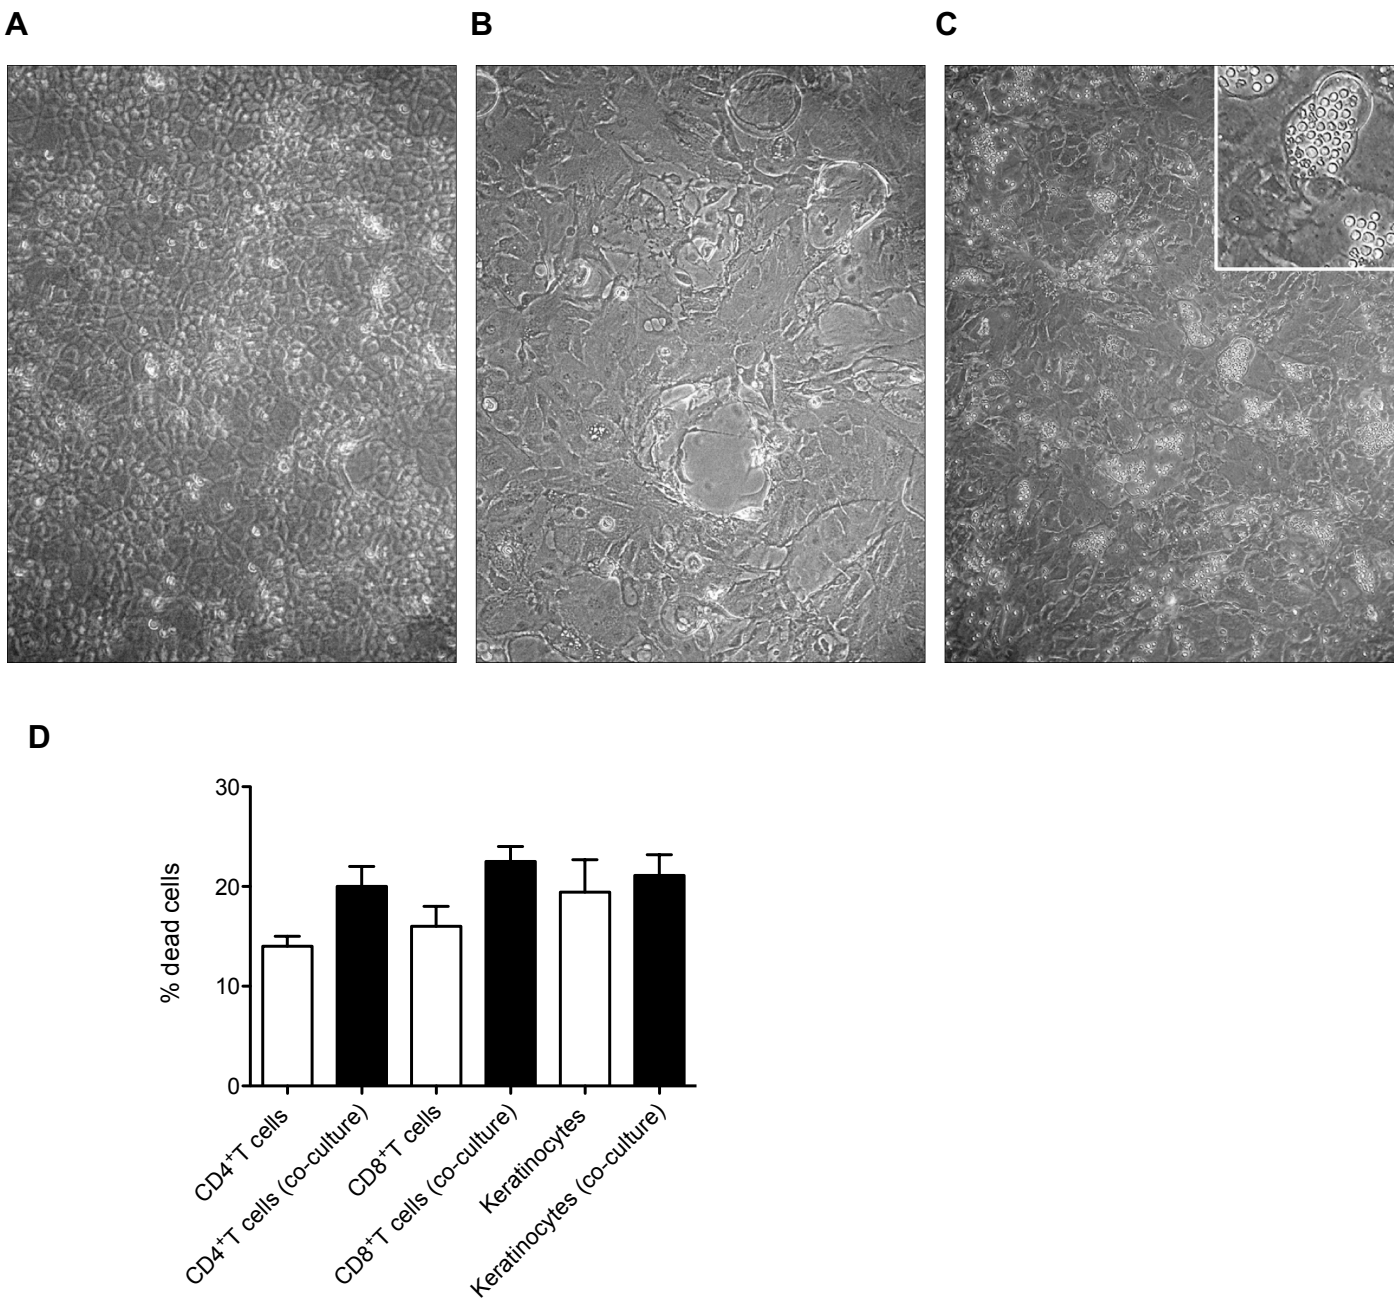

**Supplementary Figure 1.** Cultivation of primary keratinocytes from mouse tails. **(A)** Cobblestone-like structure of primary keratinocytes upon culture in SFM keratinocyte medium for 5 d. **(B)** Formation of holes in the lawn of primary keratinocytes upon stimulation with IL-1 $\alpha$  and TNF- $\alpha$  for 1 d. **(C)** Aggregation of CD8<sup>+</sup>T cells in the holes of keratinocyte cultures upon co-culture for 3 d. **(D)** Cell viability was assessed by annexin V staining before and after 1 d co-culture of T cells with keratinocytes.

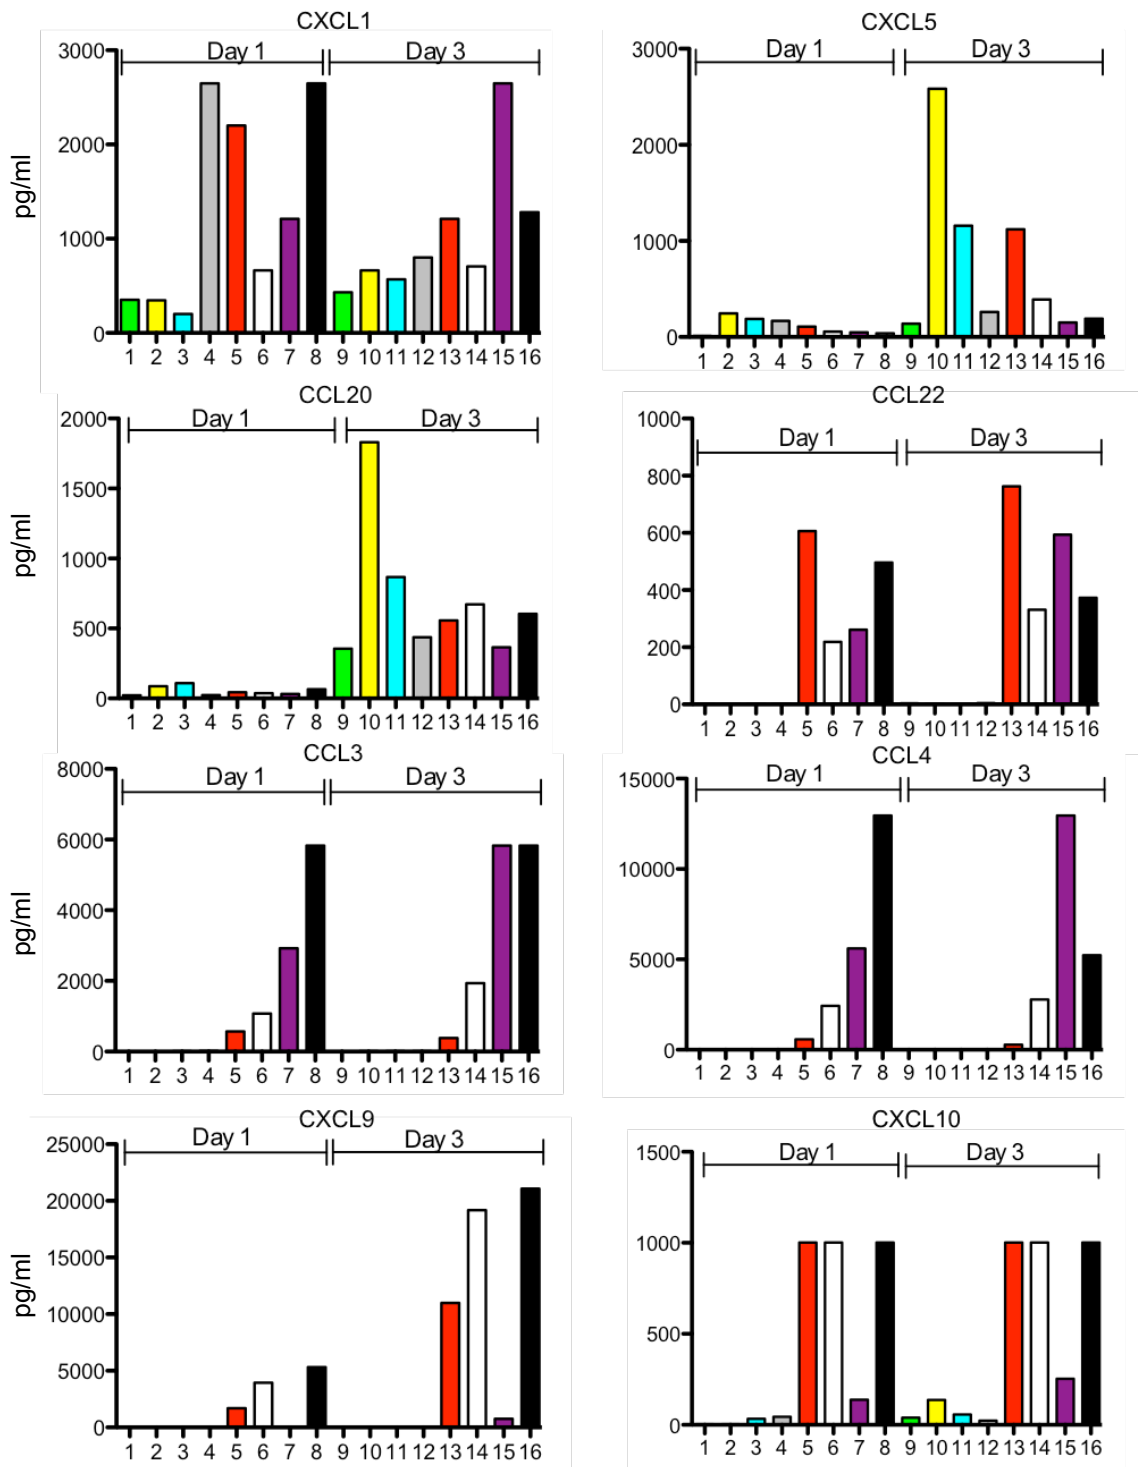

cell cultures from newborn mice:

- 1/9 - only Keratinocytes Wt
- 2/10 - Kera + IL-1 $\alpha$  + TNF- $\alpha$
- 3/11 - Kera + IL-1 $\alpha$  + TNF- $\alpha$  + CsA
- 4/12 - Kera + IL-25

- 5/13 - Kera + CD4<sup>+</sup>
- 6/14 - Kera + CD8<sup>+</sup>
- 7/15 - Kera + CD8<sup>+</sup> + IFN- $\gamma$ -Ab
- 8/16 - Kera + CD8<sup>+</sup> + CsA

**Supplementary Figure 2.** Chemokine secretion of keratinocytes from newborn mice without or after co-culture with splenic murine CD8<sup>+</sup> or CD4<sup>+</sup> T cells for 1 or 3 d.

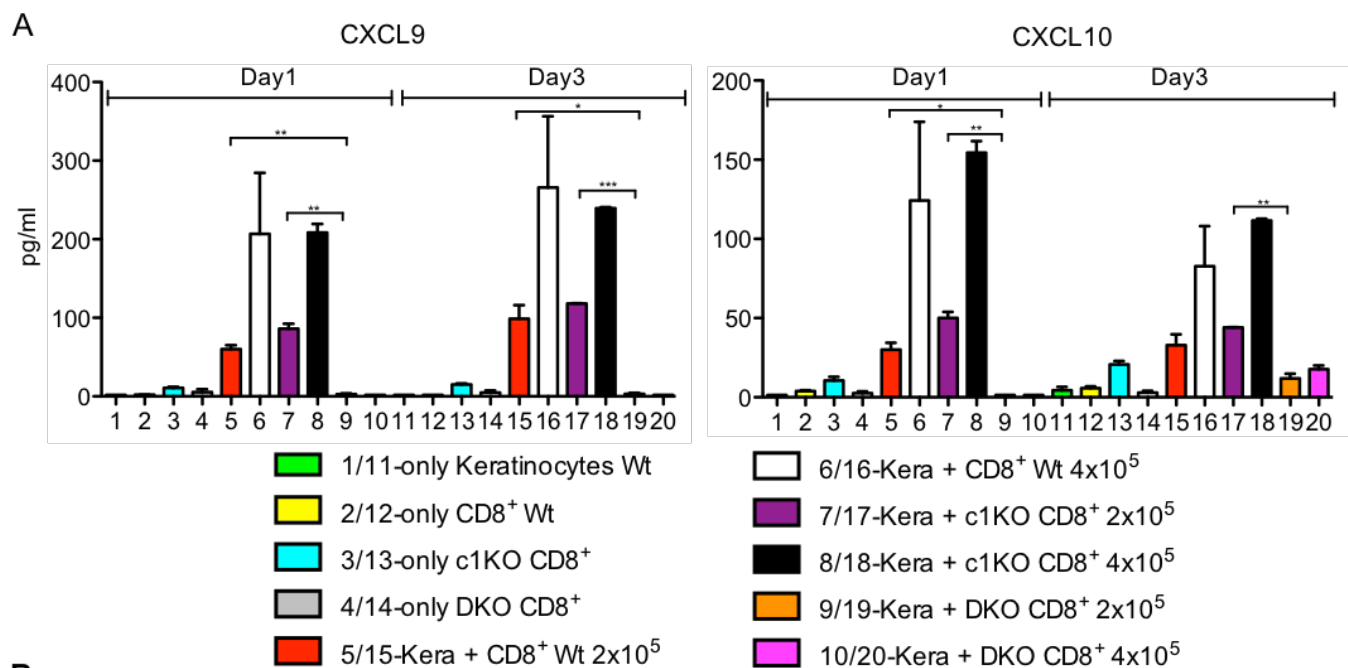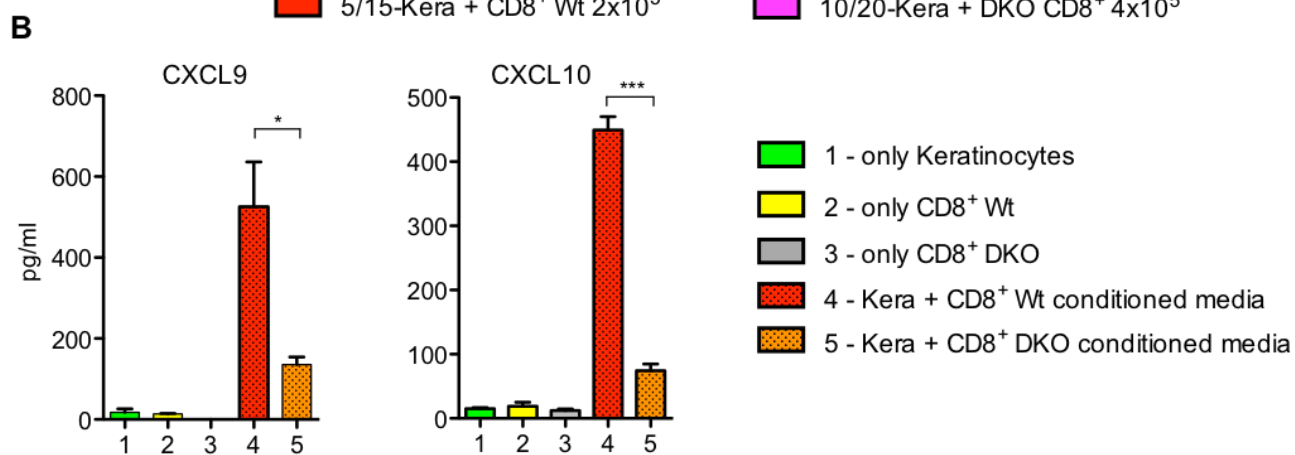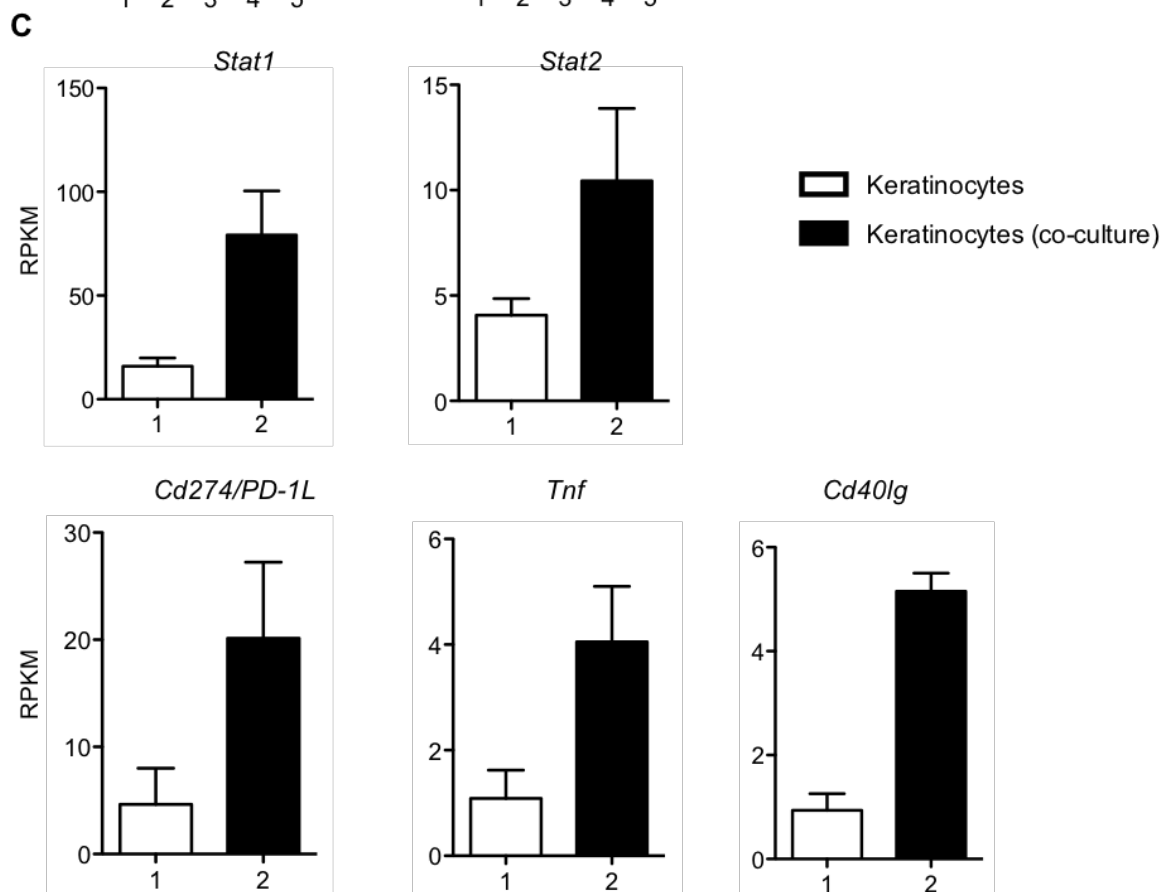

**Supplementary Figure 3.** Induction of CXCL9 and CXCL10 secretion and of selected genes in keratinocytes upon co-culture with CD8<sup>+</sup> T cells. **(A)** Secretion of chemokines CXCL9 and CXCL10 by keratinocytes alone or in co-culture with T cells. Keratinocytes cultured for 7 d *in vitro*, and splenic CD8<sup>+</sup> T cells pre-activated by  $\alpha$ CD3/CD28 Ab for 1 d were either cultured alone or together in 6-well plates for 1 or 3 d as indicated, and their chemokine secretion was measured. **(B)** Secretion of chemokines CXCL9 and CXCL10 by keratinocytes cultured in conditioned CD8<sup>+</sup> T cell medium collected after stimulation with  $\alpha$ CD3/CD28 Ab for 1 d. **(C)** Transcriptional induction of genes encoding STAT1, STAT2, PD-1 ligand, TNF- $\alpha$  and CD40 ligand in keratinocytes alone or upon co-culture for 1 d with pre-activated CD8<sup>+</sup> T cells. Results of NGS assays are shown.

**A**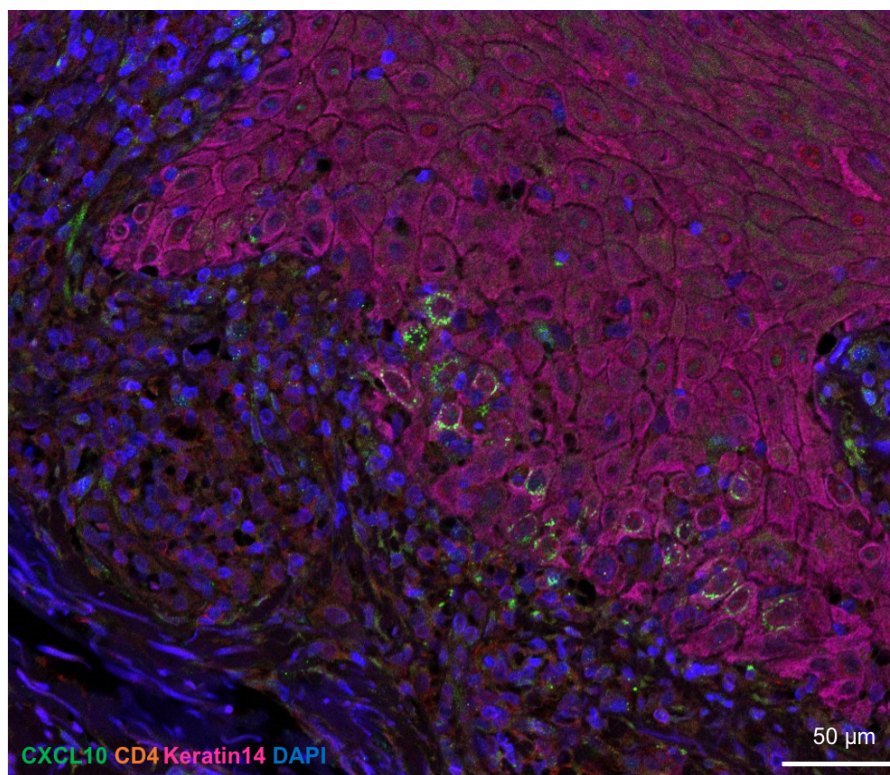**B**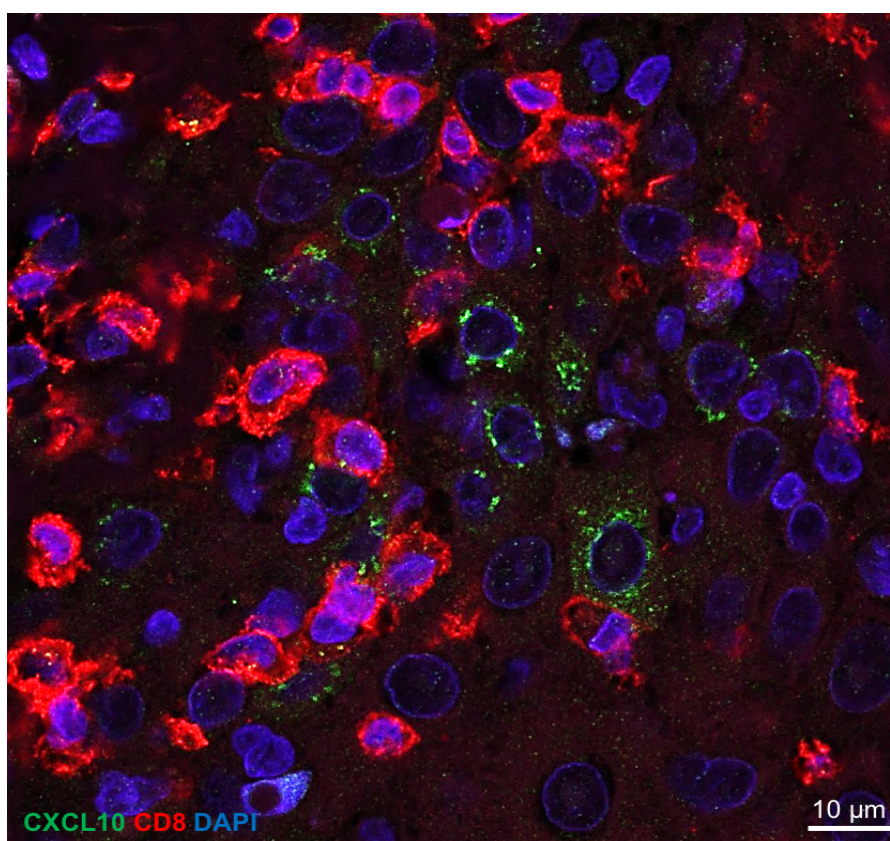

**Supplementary Figure 4.** Expression of CXCL10 in keratinocytes at the invasion front of T cells in skin of lichen planus patients. Lichen planus skin sections were stained with Abs directed against keratin 14, CXCL10 and CD4 **(A)** or against CXCL10 and CD8 **(B)**, and co-stained with DAPI. Confocal microscopy, 40x magnification (A) and 80x magnification(B).

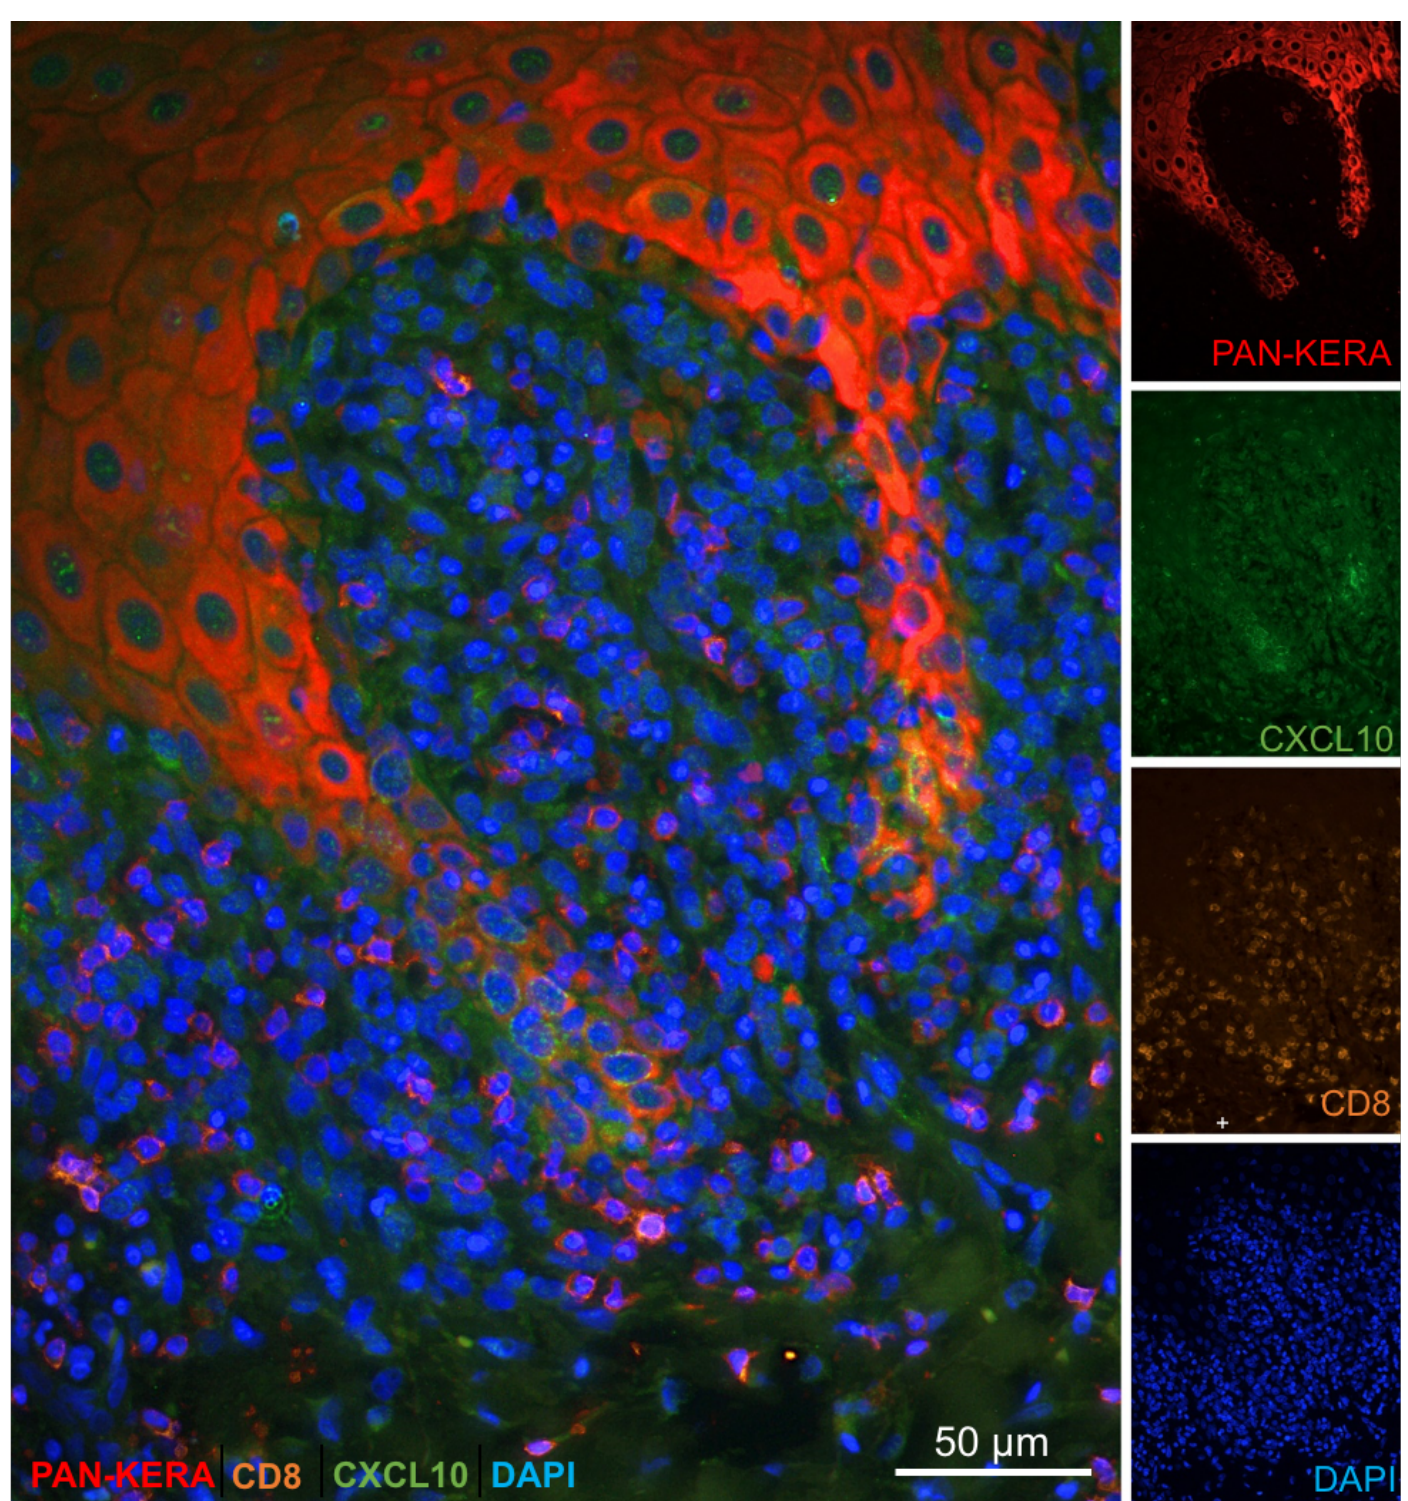

**Supplementary Figure 5.** Expression of CXCL10 in keratinocytes at the invasion front to T cells in lichen planus. Skin sections were stained with Abs directed against pan-keratin, CXCL10 and CD8 and co-stained with DAPI. Immunofluorescence microscopy, 40x magnification.

**A**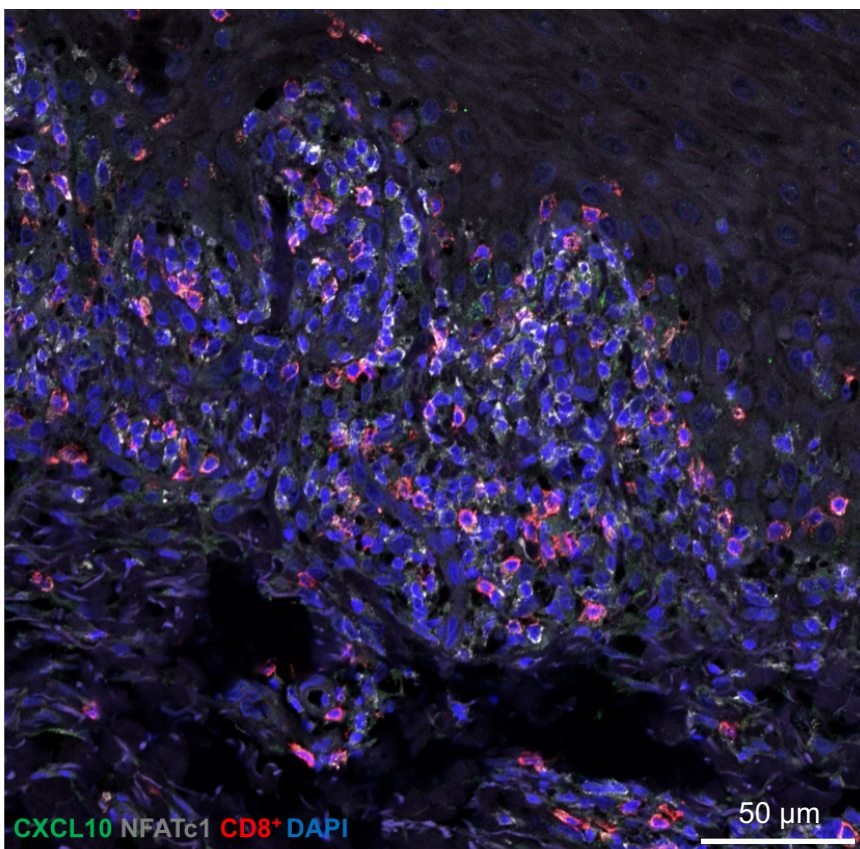**B**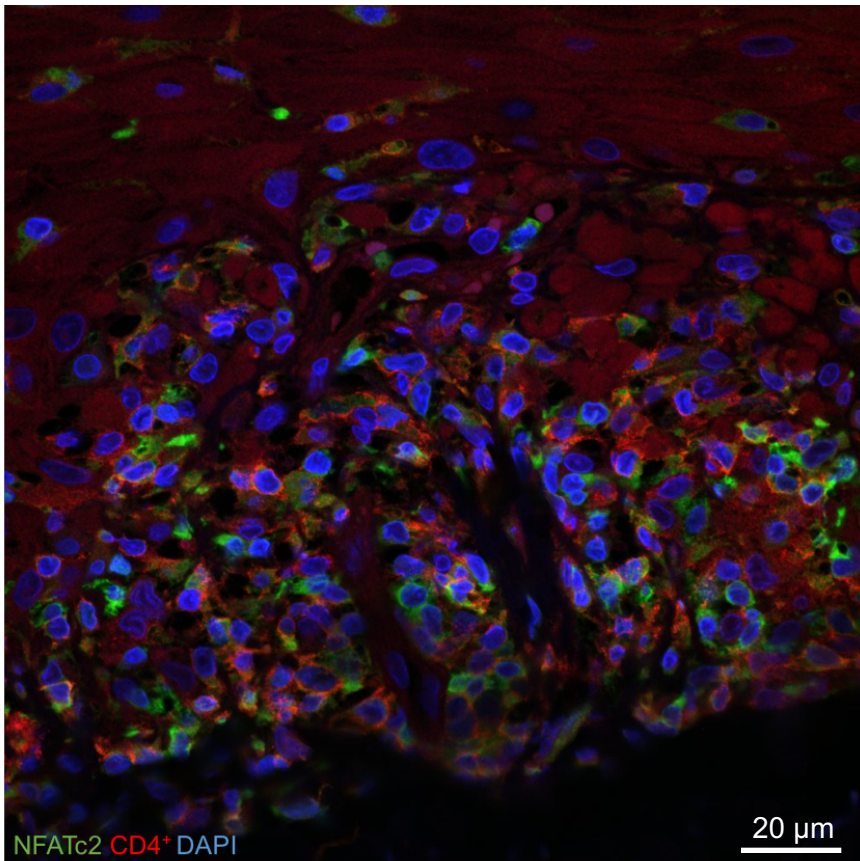

**Supplementary Figure 6.** Cytoplasmic expression of NFAT factors NFATc1 and NFATc2 in invading T cells in the skin of lichen planus patients. Skin sections were stained with Abs directed against CXCL10, NFATc1 and CD8 **(A)** or against NFATc2 and CD4 **(B)** and co-stained with DAPI. Confocal microscopy, 20x (A) and 40x (B) magnification.

How the deposited data were processed for this re-analysis (not part of the article)

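RNA was sequenced from 10 libraries, 2 for each of 5 groups: murine keratinocytes alone, keratinocytes co-cultured with CD8+ T cells, CD8+ T cells activated by αCD3/CD28 Abs, activated CD8+ T cells in SFM/X-vivo (4:1) medium (mixed medium), and CD8+ T cells co-cultured with keratinocytes. Groups were taken from the labels of the samples and from the paper. The 4:1 mix comes from the paper, whereas the labels name keratinocyte medium for the T cells in mixed medium. The replicate numbers of both keratinocyte groups and of the activated T cells come from the labels, and the pairing of the keratinocyte libraries rests on these numbers only.

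The authors prepared the libraries with the NEBnext Ultra II kit, sequenced single-end reads on a HiSeq2500 and mapped them to GRCm38 with the default RNA-Seq settings of the CLC Genomics Workbench. The paper's text does not name the annotation release and the counting options. The authors deposited for each library and gene the counts of reads on exons, without normalization, together with counts of uniquely mapped reads. They also deposited RPKM values, which the CLC Genomics Workbench derives from exon reads, exon length and library size. Coordinates are those of the deposited tables. Of their 25814 genes, 25779 are in the GENCODE vM21 annotation, 24425 with the same coordinates.

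Log2 fold changes and p-values were computed from exon reads with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, glmQLFit, and glmQLFTest) with Benjamini-Hochberg adjustment. The 4 keratinocyte libraries and the 6 T-cell libraries were fitted apart, and a fit of 8 libraries tested whether the effect of co-culture differed between the cell types. RPKM values were used for levels, for folds between group means, and for the number of genes at 5 or more RPKM and with a change of 2.5 fold. Gene lists were compared with 10000 random lists of the same size, drawn from the 200 genes nearest in mean expression. Genes named are those that the paper names for these data, members of these lists where a sentence needs them, and for each comparison up to 5 rises and 5 falls that were largest among genes with an adjusted p under 0.05, a mean of 5 or more RPKM in either group and the same direction in every pair of libraries. No keratinocyte gene met the last rule. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 was used for tables and plots.

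Alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(RPKM + 1) and log2(RPKM + 0.1), library size in place of TMM, no filter, at least 10 counts in every library, uniquely mapped reads, the replicate number as a block, other sets of libraries in the fit, and each library left out in turn. Removal of the gene length trend, alone or with the block, the use of Cd8a and Cd8b1 only for the share of T-cell RNA and its subtraction, this share within each replicate number, and the use of its highest value with a library left out for single genes were added after the data had been seen.

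Between 12864931 and 18019609 exon reads were counted per library, with a median of 14830028. Floors of 3 reads cover counting error only, since reads without molecular identifiers are not independent molecules. The percentage of uniquely mapped reads was 78.0 to 86.8. On simulated counts with the spread of the keratinocyte libraries, edgeR recovered 77 of 197 changed genes with 0 false calls, and DESeq2 113 of 193 with 25 false calls. With the spread of the T-cell libraries these were 97 of 199 with 4 false calls and 123 of 196 with 23 false calls. The block was tested at a smaller spread and recovered 198 of 198 with 11 false calls. No replicate effect was planted there, so that the block was not tested on libraries that deviate in pairs. At the same smaller spread a planted length trend gave 4842 false calls without the block, and 10 once it was removed. The block together with the removal of the length trend was not simulated. The enrichment of gene ontology terms, the secretion assays and the ChIP assays were not analysed here. The single-gene values of one gene that the paper names are not reported here.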

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

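The tests on sequencing depth, on CD4 and gamma-delta T cells, on a source of fixed composition, on reads spread evenly, and on an even carry-over of keratinocyte RNA were chosen only after the results had been seen.

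The effect of co-culture differed between keratinocytes and T cells for Cxcl9 and Irf1 in an edgeR fit with an interaction term (8 libraries, 13202 genes). Across all genes, 7 had a larger and 69 a smaller log2 fold change in keratinocytes than in T cells at an adjusted p under 0.05. The log2 fold change of Cxcl9 was larger by 10.28 in keratinocytes (standard error 0.93, adjusted p = 0.0073), against a change of 0.66 in T cells. For Irf1 the difference was 3.73 (standard error 0.54, adjusted p = 0.0364), against 0.09 in T cells. Both co-cultured keratinocyte libraries were above both libraries of keratinocytes alone for both genes. The differences of Cxcl10 (3.815, adjusted p = 0.307), Cd274 (2.51, adjusted p = 0.245), and Irf7 (2.98, adjusted p = 0.110) did not pass 0.05. The reference groups were not alike, keratinocytes alone on one side and T cells in mixed medium on the other, and the interaction was fitted under one setting. Depth does not account for it, since 3 reads on Cxcl9 correspond to 0.0734 RPKM in the smallest T-cell library compared. RNA of T cells left after washing would make up 0.0656% of the rise of Cxcl9 and 7.45% of that of Irf1, under the limit of 20%. For Irf1 it would be 0.191% with the share from Cd8a and Cd8b1, 13.7% with that within replicate 2, and 20.6% with the highest share that a left-out library gave, and for Cxcl9 0.181% with the latter. Within the replicate numbers 1 and 2, Cxcl9 rose 4800 and 768 fold and Irf1 18.3 and 10.9 fold. This argues against a library batch that follows these numbers. Effects of medium and of a batch that goes with the groups were not tested, so that a response specific to keratinocytes remains a hypothesis.

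Between co-cultured T cells and T cells in mixed medium, a comparison that the paper does not report for all genes, 31 genes were higher in co-culture. The largest rises were those of Crct1, Calm4, Cdsn, Klk7, and Lce3c (log2 fold changes from 12.49 to 14.98). With DESeq2 those of Crct1 and Lce3c no longer passed an adjusted p of 0.05. All 31 genes were at least 10 times higher in keratinocytes alone than in activated T cells and T cells in mixed medium. Krt14, a keratinocyte marker, was at 39.2 RPKM in co-cultured T cells (61.6 and 16.77 RPKM) and at 0.739 RPKM in mixed medium, a log2 fold change of 5.68 (standard error 0.80, adjusted p = 0.0448). It did not pass 0.05 with library size in place of TMM, with at least 10 counts in every library, or in a fit on only the 4 libraries compared. Keratinocyte RNA in these libraries is a candidate explanation. An even carry-over was tested by the share of the level in keratinocytes alone that was found in co-cultured T cells. Its median was 6.92% for differentiation genes (5 genes) and 0.147% for keratinocyte markers (10 genes), a ratio of 47.0, which goes against an even carry-over. Of the 31 genes, 12 were higher in co-cultured T cells than in co-cultured keratinocytes. Carry-over of a part of the keratinocytes, such as detached differentiated cells, and expression in T cells were not told apart.

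Cd4 RNA was at a mean of 27.5 RPKM in keratinocytes alone (11.4 and 43.5 RPKM), cultures to which no T cells had been added. T cells left after washing cannot be the source there. In co-culture, the shares of 18 T-cell markers that were added, Cd4 not among them, ranged from 0.179% of the T-cell level (Cd8b1) to 19.3% (Cd5), 107.5 fold, and the share of Cd4 was 35.4%, which goes against RNA of the CD8+ T cells as their only source. Reads spread evenly from the T-cell libraries do not account for it either, since Cd4 in keratinocytes alone was at 42.3% of its level in co-cultured T cells and Cd8a at 0.135%, a ratio of 314.6. A list of CD4 T-cell genes per unit of Cd3 was 2.90 times higher in keratinocyte libraries than in co-cultured T-cell libraries, under the limit of 3 below which the test goes against this source, and a list of CD8 T-cell genes was at 0.0407 times. Because Cd4 was also at 16.8 to 102.3 RPKM in the T-cell libraries, which lowers this ratio and which the test did not take into account, CD4 T cells are not excluded. A list of epidermal gamma-delta T-cell genes was 2.44 times higher, which is under the same limit. Whether such RNA in the T-cell libraries lowers this ratio too was not checked, so that gamma-delta T cells are not excluded either. A source of fixed composition could not be told apart from others. For 340 genes picked in keratinocytes alone by a replicate ratio near that of Cd4, the median ratio in co-culture was 4.745, between the 3.71 at which they were picked and the 5.64 of Cd4. Lyz2 per Cd4 was within 0.445 to 0.631 in all 10 libraries, while Cd4 spanned 8.95 fold. Per unit of Cd3, a list of B-cell genes was 9.81 times and a list of myeloid and Langerhans cell genes 8.09 times higher in keratinocyte than in co-cultured T-cell libraries, values for which no limit had been set. A mixed sample or other cell types in the cultures may be the source, and which ones was not told apart.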

How the results depend on the processing

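All alternatives were chosen before the data were examined, apart from the removal of the gene length trend, the replicate block together with it, the share of T-cell RNA from Cd8a and Cd8b1 and its subtraction, this share within each replicate number, and the use of its highest value with a library left out for single genes, which were chosen only after the results had been seen. With each library left out, a group is left with a single library, so that only values are given, and numbers of genes past an adjusted p were not computed.

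In keratinocytes, 0 genes were higher and 0 lower at an adjusted p under 0.05 (901 at an unadjusted p under 0.05). Higher genes were 11 without the filter, 88 with DESeq2, 2 with the replicate block, 4 in a fit on all 10 libraries, and 171 with the block and the length trend removed. Lower genes were 98 with DESeq2 and 257 with the block and the length trend removed. The pairing of the replicate numbers (r = 0.632) bears on the block. On simulated counts with the spread of the keratinocyte libraries, DESeq2 recovered 113 of 193 changed genes with 25 false calls and edgeR 77 of 197 with 0 false calls, so that the larger numbers with DESeq2 may hold both more true and more false calls. For the other settings the cause was not tested.

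The Cxcl9 log2 fold change in keratinocytes, 10.97 with an adjusted p of 0.434, passed 0.05 without the filter (10.97, adjusted p = 0.0166), with DESeq2 (11.02, 5.1e-35), with the replicate block (10.89, 0.0361), on all 10 libraries (10.93, 0.00213), and with the block and the length trend removed (10.81, 1.4e-05). It has no value with at least 10 counts in every library. The Cxcl10 log2 fold change in keratinocytes, 3.17, passed with DESeq2 (3.197, 0.0151) and with the block and the length trend removed (3.179, 0.0101), and not with the block alone (3.47, 0.113). The rise of Cxcl10, 8.62 fold between mean RPKM values, was 16.42 fold with uniquely mapped reads and 5.79 fold with limma on log2(RPKM + 1). Both differ from the approximately 10 fold of the paper. The cause was not tested. With each library left out, Cxcl9 stayed between 10.15 and 11.62 and Cxcl10 between 2.41 and 4.79.

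The 539 genes changed 2.5 fold became 101 with 5 RPKM in every library, 3809 with no minimum, 256 with both replicate numbers required (paired), and 288 to 1696 with each library left out. The number of genes at 5 or more RPKM, 7530, was 5301 with this level in every library, 6999 for the mean of all 4 libraries, 7072 for keratinocytes alone, and 8072 for any library, and it ranged from 7389 to 7681 with each library left out. Of the genes of Supplementary Table 1, 73 rose 2.5 fold, 58 to 81 with each library left out, and 0 passed an adjusted p under 0.05 (66 unadjusted), against 2 with the replicate block and 58 with the block and the length trend removed. The share of T-cell RNA, 7.08%, ranged from -5.40% to 19.57% across the 6 fits that each left out one library, and it was 0.182% from Cd8a and Cd8b1. It is therefore poorly determined.

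In T cells in mixed medium against activated, 275 higher genes became 843 without the filter, 858 with DESeq2, 538 with the length trend removed, 201 with library size, and 313 in a fit on only the 4 libraries compared, and 501 lower genes became 1102 without the filter, 1074 with DESeq2, 818 with limma on log2(RPKM + 1), 500 with library size, and 552 with the 4 libraries. In co-culture against activated, 544 higher genes became 1132 without the filter, 1122 with DESeq2, 823 with the length trend removed, 396 with library size, and 425 in a fit on only the 4 libraries compared, and 678 lower genes became 1293 without the filter, 1223 with DESeq2, 1108 with limma on log2(RPKM + 1), 762 with library size, and 586 with the 4 libraries. In co-culture against mixed medium, 31 higher genes became 123 without the filter, 0 with at least 10 counts in every library (172 unadjusted), 53 with uniquely mapped reads, 79 with DESeq2, 98 with limma on log2(RPKM + 1), 105 on log2(RPKM + 0.1), 21 with library size, and 40 in a fit on only the 4 libraries compared. Lower genes, 0 at first (89 unadjusted), became 18 without the filter, 8 with DESeq2, and 1 and 2 with limma. With library size in place of TMM, the median log2 fold change of all genes against activated T cells was -0.125 in mixed medium, compared with -0.0146 before, and -0.172 in co-culture, compared with -0.0125. With the spread of the T-cell libraries, DESeq2 recovered 123 of 196 simulated changed genes with 23 false calls and edgeR 97 of 199 with 4. Otherwise the cause was not tested.

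Ccl3, Ccl4, and Ifng kept their falls against activated T cells with each library left out, Ccl3 between -4.45 and -4.36 and Ccl4 between -4.69 and -3.07 in mixed medium, whereas Ccl5 ranged from 0.0897 to 2.44 in mixed medium and from -0.10 to 2.25 in co-culture.

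No paired analysis was run for T cells because the labels give replicate numbers to activated T cells only. Eif2s3y, a gene of the Y chromosome, was low in activated replicate 1, mixed medium a and co-culture a (1.49, 5.36, and 3.65 RPKM). It was high in activated replicate 2, mixed medium b and co-culture b (42.3, 38.3, and 44.8 RPKM). This split was not used to pair libraries, so that changes within such pairs may have been missed.

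Changes smaller than their standard error reversed, with causes not tested. The Cxcl10 log2 fold change in T cells, mixed medium against activated, was 0.4344 with uniquely mapped reads, and the Cd40lg log2 fold change in T cells, mixed medium against activated, was 0.0387 and 0.1085 with limma. The Cd274 log2 fold change in T cells, co-culture against mixed medium, was 0.0070 with at least 10 counts, 0.0757 with uniquely mapped reads, 0.0050 with DESeq2, 0.0072 with the length trend removed, and 0.0083 in a fit on only 4 libraries. The Tnf log2 fold change in T cells, co-culture against mixed medium, was -0.0066 with limma on log2(RPKM + 0.1). The Ccl3 log2 fold change in T cells, co-culture against mixed medium, was -0.0440 with library size, -0.0270 and -0.0287 with limma, and -0.0522 with the length trend removed. The Ccl4 log2 fold change in T cells, co-culture against mixed medium, was 0.0371 and 0.0470 with limma. Of 700 values for 78 further results on single genes, these 15 reversed, 9 became weaker, 17 stronger, and 659 kept direction and side of the threshold. With a library left out, 23 results changed sign, among them Tnf (from -0.13 to 3.605) and Cd40lg (from -0.44 to 2.79) in keratinocytes.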

Differences from the paper's values

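Cd274 in Supplementary Figure 3C differed from the paper by more than the SD of the libraries and by more than 1.5 times. The paper's values, read by eye, are about 4.6 RPKM for keratinocytes alone and about 20 RPKM for co-cultured keratinocytes, against 0.938 RPKM and 5.17 RPKM here. With each library left out, an alternative set before the data were examined, the values were 1.265 and 0.611 RPKM for keratinocytes alone and 4.84 and 5.50 RPKM for co-cultured keratinocytes. None of these closed the gap. For Tnf and Cd40lg the difference was within the SD of the libraries. This SD was wide, for Tnf 4.77 RPKM in keratinocytes alone and 16.6 RPKM in co-culture, so that it does not show that the values match. The paper's values in Supplementary Figure 3C, read by eye, are about 1.1 and about 4.1 RPKM for Tnf, against 4.63 and 15.5 RPKM here, and about 0.94 and about 5.2 RPKM for Cd40lg, against 2.52 and 6.45 RPKM here. The paper's values for Cd40lg are close to those of Cd274 here (0.938 and 5.17 RPKM). Its value for Cd274 in keratinocytes alone is close to that of Tnf here. Whether names of panels are exchanged there cannot be told from these values.

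In Fig. 3B the paper shows higher bars for Ccl4 and Ccl5 in co-cultured T cells than in T cells in mixed medium. Which libraries stand behind each bar was not settled, and comparisons of co-culture with mixed medium rest on the labels. Krt14 was at 61.6 and 16.77 RPKM in the libraries labelled co-cultured and at 0.419 and 1.06 RPKM in those labelled mixed medium, which goes with the labels. By the labels of the libraries, Ccl4 was at 20.9 RPKM in mixed medium and 19.2 RPKM in co-culture, and Ccl5 at 317.4 and 268.9 RPKM. Neither difference passed edgeR's test (log2 fold changes of -0.11 and -0.19, adjusted p = 1 for both).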

Other observations

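The tests on RNA that carries Cd4, on cells washed off, on gene length, on GC content, and on libraries unrelated to co-culture were chosen only after the results had been seen.

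T-cell RNA left after washing was tested as an explanation of each rise in co-cultured keratinocytes, by the share of T-cell RNA (7.08%) times the level in co-cultured T cells. It would make up 9.09% of the rise of Cd40lg, 0.568% of Tnf, 2.10% of Cxcl10, 4.78% of Stat2, 7.84% of Cd274, 4.965% of Irf7, 5.36% of Casp1, 19.7% of Ifng, and 7.83% of Ccl1, all under the 20% set as the limit. These amounts scale with the share of T-cell RNA, which is poorly determined. They were therefore calculated with other shares as well, all chosen after the results had been seen. With the share from Cd8a and Cd8b1 (0.182%) they would be 0.233% for Cd40lg, 0.201% for Cd274, 0.505% for Ifng, and 0.201% for Ccl1, all under the limit. The share was 1.1% within replicate 1 and 13.1% within replicate 2, and with the latter they would be 16.8%, 14.5%, 36.3%, and 14.4%, over the limit for Ifng. With the highest share that a left-out library gave (19.57%), which sets co-cultured replicate 2 against both libraries of keratinocytes alone, they would be 25.1%, 21.7%, 54.4%, and 21.6%. The result for these genes thus depends on the share used. Those of Tnf (1.57%), Cxcl10 (5.81%), Stat2 (13.2%), Irf7 (13.7%), and Casp1 (14.8%) would stay under the limit with the highest share too. For Irf8 it would make up 85.8%, but 2.20% with the share from Cd8a and Cd8b1, so that the result depends on the share. For Gsdmd, at 27.0%, or 0.693% by Cd8a and Cd8b1, it cannot be told. For Gzmb the calculated amount was 1466.1% of the rise, more than was measured. The limit as first set would have counted this as explained. An upper limit of 120% was added afterwards, by which it cannot be told. Cd8a was at 0.525 and 1.16 RPKM in co-cultured keratinocytes, against 312.3 and 208.8 RPKM in co-cultured T cells. For Gzmb, Cd8a, and Cd8b1 these values argue against a share of 7.08% from the added CD8+ T cells. Other T-cell markers gave higher shares. Of the 124 genes raised 2.5 fold, 27 (21.8%) dropped under 2.5 fold after subtraction, against 0 with the share from Cd8a and Cd8b1, which leaves open how far this number rests on T-cell RNA. The rise of Cd4 times the Cd40lg to Cd4 ratio in keratinocytes alone made up 52.0% of the rise of Cd40lg, which cannot be told apart from a rise in keratinocytes.

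In T-cell libraries, Cd4 times the Ccl5 to Cd4 ratio of keratinocyte libraries made up a median of 79.3% of Ccl5 (73.7% to 106%). A source of Ccl5 RNA in the cells that carry Cd4 therefore cannot be told apart from Ccl5 RNA of CD8+ T cells.

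A response led by IFN-γ was tested as a hypothesis. The IFN-γ list had a lower median than the type I list, by -1.15 on the log2 scale (permutation test, one-sided p = 0.874), so that the data gave no sign of an IFN-γ lead by these lists. The lists were drawn up by hand, and genes of either list can respond to both interferons, so that they do not name the interferon.

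All 11 tested differentiation genes, among them Krt1, Krt10, Lor, and Flg, were lower in co-cultured keratinocytes, with a median log2 fold change of -3.04 (from -5.14 for Flg to -0.11 for Tgm1). In edgeR's test 0 passed an adjusted p of 0.05, without and with the replicate block, and 8 passed with the block and the length trend removed, an alternative chosen after the data had been seen. Without these, 9 had an unadjusted p under 0.05, and 0 of 10000 matched random lists had a lower median. Differentiation through the Ca++ of the added medium, tested as a hypothesis, would have raised them (percentile 0). With the length trend removed and lists matched on length, the percentile was again 0, which goes against gene length as the cause. Loss of differentiated cells with the washed-off T cells could not be told apart, since the share of a gene in co-cultured T cells and its change correlated at -0.118 across 426 genes (Spearman, genes are not independent replicates). A fall of differentiation in co-culture is therefore no more than a hypothesis.

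The fall of Ccl3 and Ccl4 in T cells does not come from dilution by keratinocyte RNA. Ccl3 fell by 4.42 on the log2 scale in mixed medium without keratinocytes (log2 fold change -4.42), and the keratinocyte share of co-cultured T-cell libraries, estimated from keratinocyte markers, was 0.540%. The list of 23 NFAT target genes, which holds Ccl3 and Ccl4 themselves, fell below all matched random lists (percentile 0), consistent with a general loss of NFAT target expression. The end of stimulation and the change of medium were not told apart.

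Long genes were lower in co-cultured keratinocytes, with a Spearman correlation of -0.391 between log2 fold change and exon length across 12515 genes, which are not independent replicates. Within replicate 1 the correlation was -0.371 and within replicate 2 it was -0.352, the same direction in both. Libraries of one condition differed by a length trend of similar size, with a median size of 0.335, so that a difference between libraries unrelated to co-culture is a candidate explanation. An effect of co-culture on long genes was not told apart from it. With GC content held constant the correlation was -0.434, which goes against GC content.

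Eif2s3y, a gene of the Y chromosome, was at 26.2 and 3.58 RPKM in keratinocytes alone, 29.0 and 4.52 RPKM in co-cultured keratinocytes, 1.49 and 42.3 RPKM in activated T cells, 5.36 and 38.3 RPKM in mixed medium, and 3.65 and 44.8 RPKM in co-cultured T cells. No explanation was tested.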
